# A GPBAR1 (TGR5) Small Molecule Agonist Shows Specific Inhibitory Effects on Myeloid Cell Activation *In Vitro* and Reduces Experimental Autoimmune Encephalitis (EAE) *In Vivo*

**DOI:** 10.1371/journal.pone.0100883

**Published:** 2014-06-26

**Authors:** Nuruddeen D. Lewis, Lori A. Patnaude, Josephine Pelletier, Donald J. Souza, Susan M. Lukas, F. James King, Jonathan D. Hill, Dimitria E. Stefanopoulos, Kelli Ryan, Sudha Desai, Donna Skow, Stefan G. Kauschke, Andre Broermann, Daniel Kuzmich, Christian Harcken, Eugene R. Hickey, Louise K. Modis

## Abstract

GPBAR1 is a G protein-coupled receptor that is activated by certain bile acids and plays an important role in the regulation of bile acid synthesis, lipid metabolism, and energy homeostasis. Recent evidence suggests that GPBAR1 may also have important effects in reducing the inflammatory response through its expression on monocytes and macrophages. To further understand the role of GPBAR1 in inflammation, we generated a novel, selective, proprietary GPBAR1 agonist and tested its effectiveness at reducing monocyte and macrophage activation in vitro and in vivo. We have used this agonist, together with previously described agonists to study agonism of GPBAR1, and shown that they can all induce cAMP and reduce TLR activation-induced cytokine production in human monocytes and monocyte-derived macrophages in vitro. Additionally, through the usage of RNA sequencing (RNA-Seq), we identified a select set of genes that are regulated by GPBAR1 agonism during LPS activation. To further define the in vivo role of GPBAR1 in inflammation, we assessed GPBAR1 expression and found high levels on circulating mouse monocytes. Agonism of GPBAR1 reduced LPS-induced cytokine production in mouse monocytes ex vivo and serum cytokine levels in vivo. Agonism of GPBAR1 also had profound effects in the experimental autoimmune encephalomyelitis (EAE) mouse model of multiple sclerosis, where monocytes play an important role. Mice treated with the GPBAR1 agonist exhibited a significant reduction in the EAE clinical score which correlated with reduced monocyte and microglial activation and reduced trafficking of monocytes and T cells into the CNS. These data confirm the importance of GPBAR1 in controlling monocyte and macrophage activation in vivo and support the rationale for selective agonists of GPBAR1 in the treatment of inflammatory diseases.

## Introduction

GPBAR1 (TGR5) is a G-protein coupled receptor that is activated by bile acids. GPBAR1 and other bile acid receptors contribute to bile acid homeostasis, which is critical for absorption of dietary lipids and fat-soluble vitamins, and the elimination of excess cholesterol. GPBAR1 is expressed in a variety of tissues including the spleen and brown adipose tissue as well as in monocytes, and in enteroendocrine cells in the intestine where its activation improves glucose homeostasis, insulin sensitivity, and increases energy expenditure [1]. Consequently, development of specific GPBAR1 agonists for the treatment of diabetes and obesity has been an area of very active research [2], [3].

Recent work in vitro using natural bile acids (e.g. oleanolic acid, an agonist for both GPBAR1 and FXR receptors [4]) suggests an additional role for these receptors in blunting macrophage responses to TLR activation, resulting in reduced proinflammatory cytokine production and phagocytosis. This effect has been demonstrated in vitro using human cells and has also been observed in other species [5]–[9] and it is consistent with GPBAR1 expression in human immune cells (particularly on CD14^+^ monocytes) [10]. GPBAR1 activation with bile acids in myeloid cells mediates cAMP induction, activation of PKA, and phosphorylation of CREB [10], [11] leading to reduced NFκB signaling [12].

Studies with mice null for the GPBAR1 receptor suggest that it has a role in macrophage activation in vivo; GPBAR1^−/−^ mice treated with LPS had abundant macrophage infiltration into the liver and enhanced liver pathology compared to wild-type controls [12] and GPBAR1^−/−^ mice also had more severe injury-induced colitis than wild-type controls [13]. Consistent with these observations, treatment of wild-type mice with oleanolic acid reduced disease severity and monocyte infiltration into the colon [13] and reduced disease severity in a model of EAE [14]. Additionally, GPBAR1^−/−^ LDLR^−/−^ mice have increased macrophage activation and lesion formation when on a high fat diet in a model of atherosclerosis [15]. As above, bile acids could protect against this macrophage activation in the wild-type GPBAR1 background. While these studies are suggestive of GPBAR1 agonism having the potential to be a pharmacological intervention point for the treatment of inflammatory disorders, it remains to be shown that a *selective* GPBAR1 agonist is sufficient to mediate anti-inflammatory effects, both in vitro and in vivo, in pharmacological models of inflammation and that the observed pharmacological effects to date with non-selective bile acids at high concentrations are not driven through alternative bile acid receptors such as FXR.

We therefore generated a selective, potent GPBAR1 agonist and evaluated its potential to reduce macrophage activation in vitro and in vivo with a view to developing it as a novel therapeutic agent for the treatment of inflammatory disorders. We confirmed published reports of GPBAR1 induction of cAMP and its blockade of LPS-mediated cytokine production in primary human monocytes and macrophages. We extended the current knowledge around GPBAR1 signaling in human myeloid cells by evaluating additional proinflammatory stimuli and by performing RNA-Seq on monocytes in vitro, where we observed a selective impact of GPBAR1 agonism on a subset of genes that were changed by LPS stimulation. Importantly, we demonstrated that the selective GPBAR1 agonist reduced disease severity in EAE, the mouse model of multiple sclerosis where monocyte activity is critical. The effect on disease correlated with decreased activation of both monocytes and microglia and reduced numbers of monocytes and T cells in the CNS. These data confirm the ability of GPBAR1 agonist to control monocyte activation in vivo and support the rationale for exploring the role of agonism of GPBAR1 in inflammatory diseases.

## Methods

All experiments using human blood samples and animals were performed under protocols approved by the Boehringer-Ingelheim Institutional Animal Care and Use Committee and according to the United States Animal Welfare Act.

### Human monocyte and macrophage assays

Human peripheral blood mononuclear cells isolated with leukapheresis were purchased from AllCells (Alameda, CA), frozen in 80% FBS, 10% RPMI and 10% DMSO and stored in liquid nitrogen until used. Primary human CD14^+^/CD16^+^ monocytes were isolated by negative selection (StemCell Technologies kit 19058, CD14^+^ without CD16^+^ depletion) and used directly or differentiated to macrophages in the presence of human M-CSF (R&D Systems, 10 ng/ml) for 7 days on collagen IV-coated microtiter plates (BD Biosciences). Five independent donors were used for the experiments described in this manuscript, and several of these donors were assayed in duplicate, triplicate or quadruplicate for each experiment as indicated in the figure legends. Monocytes were used at a density of 25,000 cells per well in a 96-well plate in RPMI, 10% FBS, penicillin/streptomycin (monocytes) and 10 ng/ml M-CSF (macrophages). They were either used directly or differentiated for 7 days, prior to priming with 100 ng/ml of IFNγ followed by stimulation with one of the proinflammatory stimuli for 24 hours: 100 pg/ml LPS, (TLR4 agonist, *Escherichia coli* 0111:B4, Sigma), 1000 ng/ml PAM3CSK4 (TLR1/2), 10^8^ cells/ml HKLM (TLR2), 1000 ng/ml Poly I:C (TLR3), 100 ng/ml Flagellin (TLR5), 10 ng/ml FSL-1 (TLR6/2), 100 ng/ml Imiquimod (TLR7), 1000 ng/ml ssRNA (TLR8), 500 nM ODN2006 (TLR9) (all from Invivogen), 250 ng/ml TNFα (R&D Systems), 250 ng/ml Mega CD40L (Enzo), 40 ng/ml IL-1β (R&D Systems). Compounds were dissolved to 10 mM in DMSO, tested at 0.1% DMSO, and were pre-incubated with cells for 30 minutes prior to the addition of any stimuli. Levels of cytokine in the supernatants were determined by sandwich immunoassay (TNFα and IL-12p40, MesoScale Discovery, as individual analytes or in a multiplex between IL-12p40, IL-6, IL-1β and TNFα proinflammatory 39-plex, MILLIPLEX MAP Human Cytokine/Chemokine Magnetic Bead Panel, HCYTOMAG-60K proinflammatory, Millipore for BioRad FlexMap 3D. Levels of TNFα or IL-12p40 (in pg/ml) were determined based on the standard curve provided in the kits. Stimuli alone in the presence of DMSO without compound were used as positive controls and no stimuli as negative controls. Negative controls were performed in every experiment where the cells were incubated with vehicle (DMSO at the same concentration as used in the presence of compounds/treatment). IC_50_ values were calculated using XLfit (IDBS) with a 4-parameter fit.

### cAMP assays

CHO cells expressing human GPBAR1 were generated by transfecting T-Rex CHO cells, which stably express the Tet repressor by lipofection with constructs based on pT-Rex-DEST30 with the coding sequence for human GPBAR1 and selection with Geneticin (400 µg/ml) to identify stable cell clones. Using the reference compound EX00000246, compound C [16], expression and activation of the GPBAR1 receptor could be demonstrated in a tetracycline- and GPBAR1 agonist-dependent manner. The performance of the GPBAR1-expressing T-Rex CHO cell line was stable for at least 40 cell passages. The parental, non-transfected T-Rex CHO cell line showed no response to GPBAR1 agonists (data not shown). CHO cells expressing human GPBAR1 were plated at a density of 5,000 cells per well in DMEM:F12 mixed in a 1∶1 ratio, 15 mM HEPES, 2.5 mM Glutamax, and 10% FCS for 20 hours at 37°C. The media was removed prior to addition of agonists. Agonists (including either compounds or natural ligands such as Lithocholic acid (Sigma)) were diluted into KRBH stimulation buffer (130 mM NaCl, 3.6 mM KCl, 0.5 mM NaH_2_PO_4_, 0.5 mM MgSO_4_, 1.5 mM CaCl_2_, 10 mM HEPES, 5 mM NaHCO_3_, 10 mM NaCl, 0.5 mM IBMX, 0.1% BSA) and added to the wells. The cells were incubated at 23°C (room temperature, to facilitate automation and place handling) for 45 minutes. The assay was stopped with the addition of cAMP detection reagents (AlphaScreen, PerkinELmer) and was read on a PE Envision (AlphaScreen mode). 1000 nM of EX00000246 was used as a positive control and wells containing no agonist where the cells were incubated with vehicle (DMSO at the same concentration as used in the presence of compounds/treatment) were used as negative controls and were performed in every experiment. All compounds tested were subjected to a 10 point dose response curve in 1% DMSO. cAMP assays were performed in duplicate on 2 separate occasions. EC_50_ values were calculated using XLfit (IDBS) with a 4-parameter fit.

### Off-target selectivity profile of GPBAR1 agonists

The off-target profiles of BIX02694 and EX00000246 were assessed in a selectivity screen at a standard concentration of 10 µM and tested in duplicate (Eurofins Panlabs, Taipei, Taiwan). The methods specific to each assay performed can be found at www.eurofinspanlabs.com/Panlabs using the assay number listed in parentheses after each assay: Adenosine A1 (200510), Adenosine A2A (200610), Adrenergic α1A (203100), Adrenergic α1B (203200), Adrenergic β1 (204010), Adrenergic β2 (204110), Calcium Channel L-Type, Dihydropyridine site (214600), Cannabinoid CB1 (217030), Dopamine D1 (219500), Dopamine D2S (219700), GABAA, Flunitrazepam, central (226600), GABAA, Muscimol, Central (226500), Glutamate, NMDA, Phencyclidine (233000), Histamine H1 (239610), Imidazoline I2, Central (241000), Muscarinic M2 (252710), Muscarinic M3 (252810), Nicotinic Acetylcholine (258590), Nicotinic Acetylcholine α1, Bungarotoxin (258700), Norepinephrine Transporter (NET; 204410), Opiate μ (260410), Phorbol Ester (264500), Potassium Channel, KATP (265600), Potassium Channel, hERG (265900), Prostanoid EP4 (268420), Rolipram (270000), Serotonin 5-HT2B (271700), Sigma σ1 (278110), Sodium Channel, Site 2 (279510), Androgen (testosterone) AR (285010), Estrogen ERα (226010), Estrogen ERβ (226050), Progesterone (268000), Retinoid X Receptor RXRα (327147), Thyroid Hormone (285900), Vitamin D3 (288010), Farnesoid X Receptor (311600), Liver X Receptor alpha (331810), Liver X Receptor beta (331820), Peroxisome Proliferator Activated Receptor alpha (338200), Peroxisome Proliferator Activated Receptor γ,(338250), and Retinoic Acid Receptor α (338600).

### mRNA expression analysis

Taqman PCR was performed on mouse whole blood and mouse leukocytes for both *Gpbar1* and 18s mRNA levels. Primer and probe sets were purchased from Life Technologies, probe IDs MM00558112_s1 and 4333760F, respectively. *Gpbar1* mRNA levels were also assessed on various immune cells (isolated by positive selection using EasySep kits from stem cell technologies for CD14+ monocytes N = 2 donors, CD3+T cells N = 6 donors, CD19+B cells N = 2 donors, NK cells N = 2 donors and isolated by negative selection, Neutrophils N = 3 donors) using GeneChip Human Genome U133 Plus 2.0 arrays as performed by Genelogic probe ID - 1552501_a_at. Probe intensities for 62 control probes (recommended by GeneExpress for the U133Plus2 chip were log transformed and subjected to quantile normalization and distribution scaling around the mean. Normalized values for Gpbar1 were then compared across the different cell types.

Human PBMCs isolated with leukapheresis were purchased from AllCells, frozen in 80% FBS, 10% RPMI, 10% DMSO and stored in liquid nitrogen until used. Primary human CD14^+^/CD16^+^ monocytes were isolated by negative selection (StemCell Technologies) and used directly. Cells were used at a density of 500,000 cells per well in RPMI, 10% FBS, penicillin/streptomycin. Compounds were dissolved to 10 mM in DMSO and tested at 500 nM in 0.1% DMSO. Compounds were pre-incubated with cells for 30 minutes prior to the addition of 100 ng/ml IFNγ and 100vpg/ml LPS (*Escherichia coli* 0111:B4, Sigma). At either 6 or 24 hours the cells were lysed directly in the well with RLT buffer (Qiagen) and RNA was isolated with the RNAeasy kit (Qiagen).

### RNA sequencing

The extracted RNA was put through 52vbp paired-end RNA-seq on the Illumina platform. Reads were aligned to the human genome (hg19) using STAR (version 2.3) [17]. Quantification of expression levels was performed with Cufflinks 2, while differential analysis between experimental conditions was performed using HTSeq and LIMMA [18]. Gene lists were selected from LIMMA results as overlapping sets of genes at each time point differentially regulated by stimulation (2 fold change, FDR-corrected p<0.05), and also regulated through treatment with EX00000246 (FDR p<0.05). These lists were further divided based on whether the influence of the compound was in the same or opposite direction as the response to the initial stimulus. The dataset can be found in the Gene Expression Omnibus: http://www.ncbi.nlm.nih.gov/geo/, accession numbers GSM1383738 through GSM1383777.

### Flow cytometry and intracellular cytokine staining on peripheral blood

Mouse blood was collected retroorbitally from female C57BL/6 mice for mRNA analysis, flow cytometry and ex vivo LPS stimulation. For mRNA analysis, blood was either lysed directly or after red blood cell lysis (Ammonium-Chloride-Potassium lysing buffer, Life Technologies) followed by RNA isolation using the RNeasy Mini kit (Qiagen) according to the manufacturer's instructions.

For ex vivo LPS stimulation, blood was plated at 50 µl per well. BIX02694 was diluted and added to the cells at the indicated concentrations. After 30 minutes, LPS was added at 100 ng/ml with brefeldin A (BioLegend). The total volume was 100 µl. The cells were incubated at 37°C for 5 hours, placed on ice and stained with antibodies against CD11b, Ly6G, CD115, and Ly6C for 20 minutes. Cells were then treated with 1X Lyse/Fix solution (eBiosciences) for 30 minutes followed by two washes, permeabilized with Wash/Perm solution (BD Biosciences) and stained with anti-TNFα antibody (BioLegend) for 20 minutes. Cells were washed twice and analyzed on a FACS Canto II.

### In vivo LPS challenge

To measure changes in LPS-induced serum cytokines in response to GPBAR1 agonists, female Balb/c mice weighing approximately 20 grams were purchased from Charles River Laboratories. Mice were orally dosed with vehicle (0.5% natrosol), Prednisolone (3 mg/kg), or BIX02694 one hour before being challenged with an intraperitoneal injection of 2 µg of LPS (E. coli 055:B5), n = 10 mice per group. Blood was collected retroorbitally at 1 hour (for TNFα measurement) and 4 hours (for IL-12p40 and CCL2 measurement) post-challenge and assessed for serum cytokines by sandwich immunoassay (MesoScale Discovery) or for monocyte production of TNFα by flow cytometry.

### EAE induction

EAE was induced as described [19]. Female C57BL/6 mice were subcutaneously injected with 100 µg of MOG35–55 (myelin oligodendrocyte glycoprotein; AnaSpec) in IFA (incomplete Freund's adjuvant; Difco) containing 250 µg of *Mycobacterium tuberculosis* (Difco). On the same day and again 48 hours later, mice received an intraperitoneal injection of 200 ng of pertussis toxin (List Biological Laboratories). Mice were dosed twice daily with BIX02694 or with vehicle starting the day before immunization until day 30. 100% disease incidence was observed in the vehicle control group compared to 70% incidence in the agonist treated animals (n = 10 per group). Mice were scored, blinded, as follows: 0, no symptoms; 1, limp tail; 2, limp tail and inability to right itself when placed on its back; 3, partial hind limb paralysis; 4, complete hind limb paralysis; 5, complete hind limb paralysis with forelimb involvement or moribund. Animals were monitored daily and given fluids (1 ml saline, subcutaneously) if signs of dehydration were observed and as a routine if they reached a score of 4. Animals were euthanized using isofluorane to induce anesthesia, followed by cervical dislocation and opening the diaphragm.

### Statistics

For the EAE clinical score data, area under the curve (AUC) was calculated using GraphPad Prism 5.04. The Mann-Whitney test was performed using the AUC data to determine significance. For other data, either an unpaired t-test was used when comparing two groups or a one-way ANOVA followed by the Newman-Keuls post test for comparison between multiple groups.

### Isolation and flow cytometry of CNS cells

Mice were placed under anesthesia and were perfused intracardially with PBS until the liver became blanched. The brain and spinal cord were homogenized in HBSS using a dounce homogenizer and cells were purified using a percoll gradient. Percoll PLUS (GE) (in DPBS) was added to the homogenate to a final concentration of 30% and overlayed onto a 70% percoll solution for centrifugation at 18°C for 20 minutes at 1500 rpm. The top layer of debris was removed and the cellular layer at the 30%/70% interphase was collected, washed and resuspended in cell staining buffer containing TruStain FcX (BioLegend) and incubated on ice for 15 minutes. Cells were then stained with antibodies for flow cytometry including Ly6C (HK1.4), CD115 (AFS98); CD86 (GL-1), I-A/I-E (M5/114.15.2), CD40 (3/23), CD69 (H1.2F3), CD80 (16-10A1), CD44 (IM7), CD62L (MEL-14). GPBAR1 protein expression was assessed on mouse blood cells by flow cytometry with an anti-GPBAR1 polyclonal antibody (clone: C-16; Santa Cruz Biotechnology).

## Results

To understand the role of GPBAR1 in inflammation, we first confirmed that human monocytes express high levels of GPBAR1 as reported [10]. We assessed mRNA levels of *Gpbar1* by gene expression profiling using the Affymetrix platform in monocytes and compared it to other circulating immune cells. Monocytes expressed high levels of *Gpbar1* and we found that *Gpbar1* mRNA levels were low in T cells, B cells, NK cells, and neutrophils (Fig. 1A).

**Figure 1:**
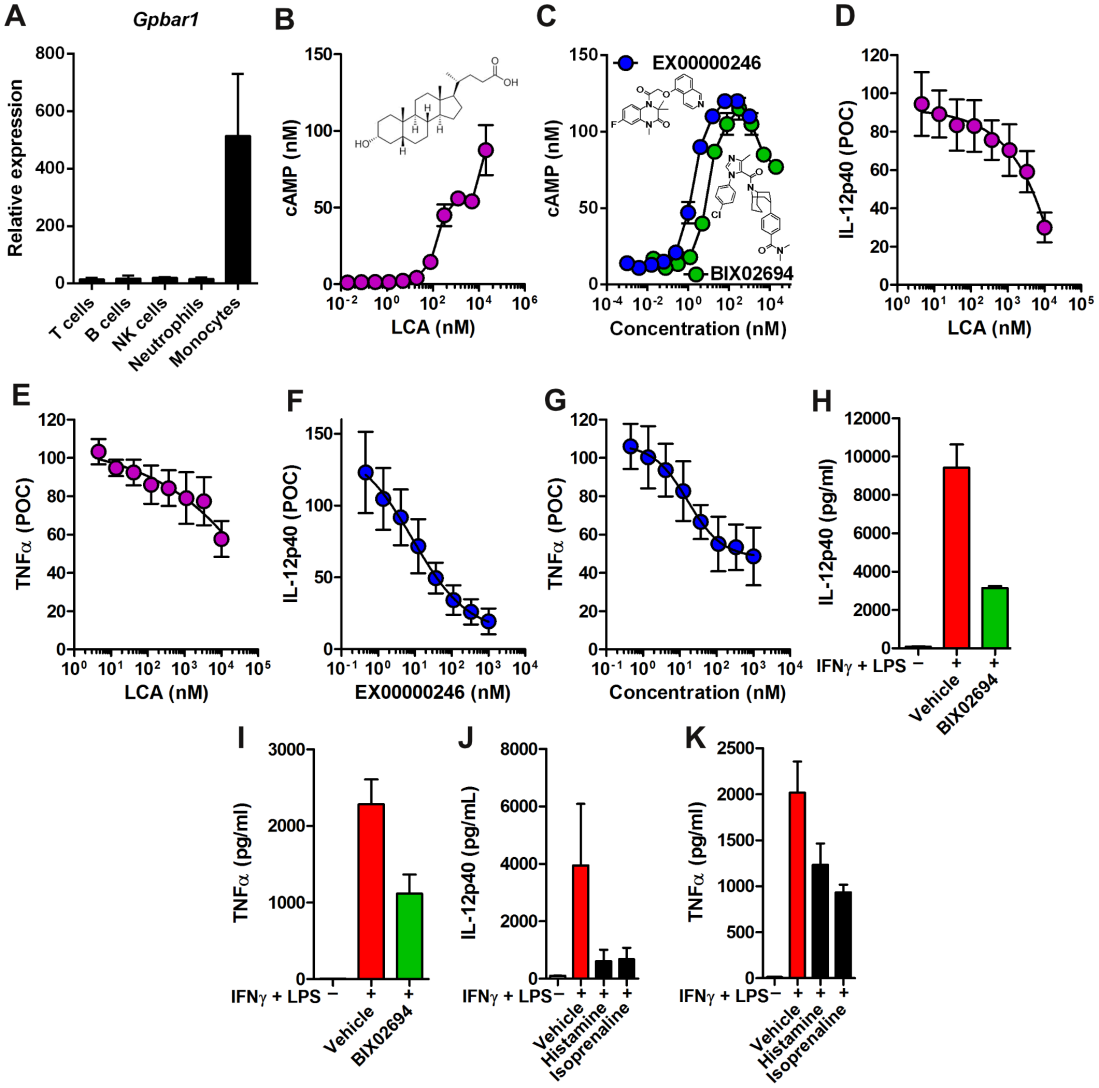
Agonism of GPBAR1 on human monocytes reduces proinflammatory cytokine production and enhances cAMP. (A) Immune cell populations (CD3^+^ T cells, CD19^+^ B cells, CD56^+^ NK cells, Neutrophils and CD14^+^ monocytes) were enriched from blood and *Gpbar1* mRNA levels were assessed by microarray using Affymetrix chip technology. Absolute expression is normalized to relative expression of 62 control probes across the entire chip. CHO cells expressing human GPBAR1 were generated and stimulated with GPBAR1 agonists Lithocholic acid (B) or EX00000246 and BIX02694 (C) and cAMP production was assessed. The chemical structures of the molecules are shown in each case. Human monocytes (4 donors, assayed in triplicate) were isolated by negative selection and pre-treated with increasing concentrations of Lithocholic acid (LCA) or EX00000246 or BIX02694 at 1 µM for 30 minutes before stimulation with IFNγ + LPS and data is presented as percent of control (POC) (D–G) or pg/ml (H, I). Controls with no ligand were all treated with 0.1% DMSO in media. Supernatants were collected after 24 hours and assessed for IL-12p40 (D, F, H) and TNFα (E, G, I) by a sandwich immunoassay. Production of IL-12p40 (J) and TNFα (K) by LPS-stimulated monocytes was assessed in the presence of histamine and isoprenaline at 1 µM. Protein levels of IL-12p40 and TNFα were assessed after 24 hours.

We next generated a CHO cell line expressing human GPBAR1 that shows increases in cAMP [10] as measured by an AlphaScreen cAMP assay kit, in response to a known GPBAR1 agonist, Lithocholic acid [10] (EC_50_ = 1 µM; Fig. 1B). We next identified multiple GPBAR1 agonists from our 890,000 compound library, such as BIX02694 (synthesized in-house) and other compounds (not shown), which induced dose-dependent increases in cAMP EC_50_ 9 nM (Fig. 1C) in a manner comparable to a reported GPBAR1 agonist EX00000246 (EC50 = 2 nM; Fig. 1C) [16]. These GPBAR1 agonists do not induce cAMP in the parental CHO cell line that does not express GPBAR1 (data not shown). We used these GPBAR1 agonists to confirm and extend the reported in vitro activities using human monocytes and macrophages.

We tested the ability of these GPBAR1 agonists, Lithocholic acid and EX00000246, to inhibit LPS-induced proinflammatory cytokine production in human monocytes and found dose-dependent reductions in IL-12p40 and TNFα in four donors (Fig. 1D–G). At a saturating concentration of 1 µM, IL-12p40 levels were reduced by >70% (inflection point  = 9 nM) and TNFα levels were reduced by approximately 50% (inflection point  = 16 nM). BIX02694 has limited solubility in the 0.1% DMSO vehicle tolerated in the monocyte and macrophage assays and therefore it is shown at a single high concentration (1 µM) in this assay format in Fig. 1H and 1I where it can reduce IL-12p40 production by approximately 60% and TNFα production by approximately 50%. These findings demonstrate that agonism of GPBAR1 reduces LPS-induced production of IL-12p40 and TNFα in human monocytes and confirm that the compounds used here have similar biological profiles to Lithocholic acid used here and bile acids used in previous studies [3]–[5]. BIX02694 and EX00000246 were tested against a panel of thirty-six receptors, ion channels, nuclear receptors, and other protein targets for off-target inhibition *via* radioligand binding. Additionally, twelve cellular assays were utilized to measure effects on nuclear hormone receptors. Neither compound elicited significant responses in any of the off-target assays (≥50% inhibition or stimulation at 10 µM, data not shown). Notably, the compounds tested had no significant displacement of radioligand binding at muscarinic M2 and M3 receptors, both known to interact with bile acids. To confirm that induction of cAMP can dampen proinflammatory responses, we tested if histamine and isoprenaline, two compounds that are also known to induce cAMP independently of GPBAR1, would have similar effects to a GPBAR1 agonist in decreasing proinflammatory cytokine production in monocytes [20], [21]. Both histamine and isoprenaline reduced the production of IL-12p40 and TNFα in LPS-stimulated monocytes (Fig. 1G and 1H), confirming previous reports that cAMP inducers can block proinflammatory cytokine production.

In order to understand the extent of the impact of GPBAR1 agonism on blockade of LPS responsive proinflammatory cytokines, we assessed the levels of 39 cytokines and chemokines in the supernatants of LPS-stimulated human monocytes from a single donor in quadruplicate (Fig 2A) as a profiling experiment. We verified that the levels of IL-12p40 measured with this method was equivalent to the levels of IL-12p40 detected using the MSD methodology used throughout the rest of this work (data not shown). In addition to IL-12p40 shown in Figure 1, we found that GPBAR1 agonism (with Lithocholic acid at 10 µM and EX00000246 at 500 nM) also reduced CCL2, IL-12p70, and CXCL10 (Fig. 2A). Notably, GPBAR1 agonism did not limit LPS induced IL-1β and IL-6 production. This was confirmed using this donor and 3 additional donors (in triplicate) with a 4-plex MSD assay kit for IL-12p40, TNFα, IL-1β, and IL-6 (data not shown).

**Figure 2:**
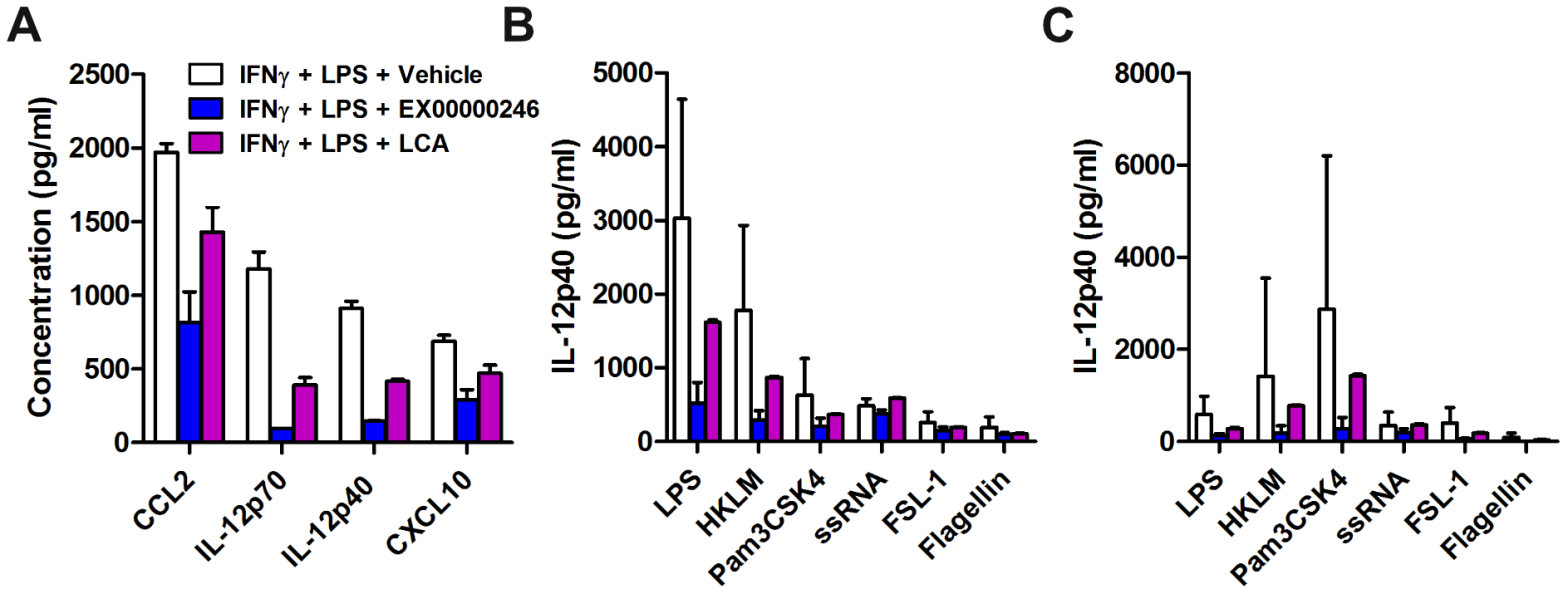
GPBAR1 agonism reduces cytokine production induced by various TLR ligands. (A) Production of cytokines at 24 hrs by LPS-stimulated monocytes (1 donor, quadruplicate) was assessed in the presence of EX00000246 (500 nM) or Lithocholic acid (10 µM) by BioRad FlexMap 3D technology using a multi-plex kit purchased from Millipore.Human monocytes (B) and monocyte-derived macrophages (C) (4 donors, assayed in triplicate) were stimulated with various TLR ligands in the presence of EX00000246 and production of IL-12p40 as measured by MSD was assessed at 24 hrs. Untreated negative controls reported cytokine levels at or below the detection limit and therefore are not plotted in these graphs.

Next, we investigated whether reduced cytokine production with GPBAR1 agonism is restricted to TLR4 signaling (LPS stimulation). We stimulated human monocytes and macrophages (4 donors, in triplicate) with various TLR agonists and measured IL-12p40 in response to Lithocholic acid at 10 µM and EX00000246 at 500 nM (Fig 2B and 2C).The reduced level of inhibition by Lithocholic acid can be attributed to its lower potency compared to EX00000246. In addition to LPS, and similar to results shown by Haselow *et al* [5], we found that GPBAR1 agonism also restricted IL-12p40 production upon stimulation with heat-killed *Listeria monocytogenes*, a TLR2 agonist, and Pam3CSK4, a TLR1/2 agonist (Fig. 2B). We also tested monocyte-derived macrophages and found that although they reached high levels of activation from different TLR agonists, GPBAR1 agonism still reduced IL-12p40 levels (Fig. 2C). Although the induction of IL-12p40 is much lower in both monocytes and macrophages with FSL-1 (TLR6/2) and Flagellin (TLR5), GPBAR1 agonism still has an impact in reducing cytokine production. The exception is ssRNA (TLR8) where no reduction in cytokine induction is observed in either cell type. In all of these experiments, the cytokine production in the absence of stimulation was below the limit of detection and therefore not represented on the graphs. Taken together, these data demonstrate that GPBAR1 agonism induces intracellular cAMP and reduces the production of proinflammatory cytokines in human monocytes and macrophages and has a broad effect on dampening responses to different proinflammatory stimuli.

To understand the impact of GPBAR1 agonism on monocytes beyond cytokine production, we analyzed gene expression changes by RNA-Seq after proinflammatory stimulation of peripheral monocytes from five independent donors using LPS with and without agonism of GPBAR1 for 6 hours and 24 hours. 

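Monocytes of 5 donors gave 40 RNA-Seq libraries, 1 per donor in each of 8 groups. At 6 hours and at 24 hours the groups were cells in medium, cells labelled as unstimulated and treated with EX00000246, cells stimulated with IFNγ and LPS in vehicle, and cells stimulated with IFNγ and LPS in the presence of EX00000246. EX00000246, the GPBAR1 agonist of the study, was used at 500 nM in 0.1% DMSO and was given 30 minutes before the stimulus, IFNγ at 100 ng/ml together with LPS at 100 pg/ml, while the legend of Fig. 3 describes a priming with IFNγ before LPS. The labels give no DMSO for the cells in medium, while the paper describes negative controls with DMSO for its cytokine assays. If these cells had none, a comparison of stimulated cells in vehicle with them also holds any effect of DMSO. The RNA was sequenced as 52 bp paired-end reads, which the authors aligned to hg19 with STAR and quantified with Cufflinks. The deposited values are fragment densities scaled to transcript length and library size (FPKM), 1 value per gene and library. The number of fragments behind them was estimated from the width of the Cufflinks confidence limits and ran from 12012342 to 22159448 per library, with a median of 19003052. For cells in medium the median was 14210417 at 6 hours (range 12012342 to 17124761) and 18036428 at 24 hours (16213195 to 19166880). Stimulated cells in vehicle had a median of 18177315 at 6 hours (17994305 to 19924681) and 20516505 at 24 hours (19868828 to 20699713). With EX00000246, stimulated cells had a median of 17826288 at 6 hours (17023711 to 20834071) and 20263673 at 24 hours (17864922 to 22159448). The cells labelled as unstimulated with EX00000246 had 19536016 at 6 hours (18477497 to 21456006) and 19438815 at 24 hours (18975762 to 21662971). The library numbers carry series 231 in 7 of the groups and series 244 in cells in medium at 6 hours, so that series and group cannot be separated in comparisons with those cells. Differences were tested with limma on log2(FPKM + 1) for 11809 genes with an FPKM of at least 1 in at least 5 libraries, and p-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with low FPKM.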

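In cells stimulated with IFNγ and LPS in vehicle, transcripts of inflammatory cytokines and of interferon-inducible chemokines rose steeply over cells in medium. IL6, a fever-inducing cytokine, had a log2 fold change of 11.37 at 6 hours (standard error 0.44, adjusted p = 1.4e-21 from limma, n = 5 donors), and CXCL9, a chemokine that attracts activated T cells, had one of 10.42 (standard error 0.30, limma adjusted p = 5.7e-25). At 24 hours CCL19, a ligand of the chemokine receptor CCR7, rose by 9.17 on the log2 scale (standard error 0.50, limma adjusted p = 3.4e-17). Other genes fell. The log2 fold change of CD14, the co-receptor for LPS, was -6.65 at 6 hours (standard error 0.48, limma adjusted p = 1.6e-14), and at 24 hours those of FN1, which encodes fibronectin, and VSIG4, a complement receptor of resident macrophages, were -8.75 (standard error 0.73, limma adjusted p = 9.8e-13) and -7.22 (standard error 0.44, limma adjusted p = 5.6e-16). Each of these genes moved the same way in 5 of 5 donors, which was a condition of being named here. Of 21 tested markers of the M1 state, the proinflammatory state of macrophages, 18 rose at 6 hours and 19 at 24 hours. Of 34 genes induced by IFNγ, 32 rose at 6 hours and 33 at 24 hours, and of 20 surface molecules of activation, 14 and 17 rose. Of 30 targets and feedback genes of NF-κB, the transcription factor activated by LPS, 18 rose and 3 fell at 6 hours, and 26 rose at 24 hours. With the values rescaled by the median ratio, 22 of these 30 rose at 6 hours. Of 18 monocyte markers, 13 fell and 1 rose at 6 hours, and 12 fell at 24 hours. All of these list counts were the same when adjusted over the list alone. Against the other genes tested, M1 markers shifted up at 6 hours (camera adjusted p = 1.2e-28, and adjusted p = 1.2e-05 with an estimated correlation), as did the IFNγ genes (camera adjusted p = 7.3e-51, and adjusted p = 0.00024 with an estimated correlation). Of 8 markers of NK cells, 4 rose at 24 hours, among them the granzyme GZMB at 4.26 (standard error 0.51, limma adjusted p = 3.8e-09). The camera adjusted p of this list was 0.024, and the adjusted p was 0.36 with an estimated correlation. At an adjusted p under 0.05 and a change of at least 2-fold, 5026 of 11809 genes differed at 6 hours, 731 higher and 4295 lower, and 3505 at 24 hours, 1132 higher and 2373 lower. The median log2 fold change of all tested genes was -0.72 at 6 hours and -0.42 at 24 hours, and after rescaling by the median ratio of each library 1768 genes were higher and 1470 lower at 6 hours, and 1557 higher and 1039 lower at 24 hours.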

LPS stimulation led to modulation (both up and down, >2-fold change) of >1000 genes at 6 hours and 24 hours. 

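EX00000246 lowered some of the genes induced by stimulation and raised some of those repressed. At 6 hours it lowered CH25H, an interferon-inducible enzyme that makes 25-hydroxycholesterol, with a log2 fold change of -1.30 against stimulated cells in vehicle (standard error 0.28, limma adjusted p = 0.0076, n = 5 donors). It lowered the VEGF receptor gene FLT1, also induced by stimulation, by a log2 fold change of -1.61 (standard error 0.41, limma adjusted p = 0.033). PDE4A, a cAMP phosphodiesterase repressed by stimulation, rose by 1.01 (standard error 0.26, limma adjusted p = 0.038). At 24 hours EX00000246 raised CD14 by 2.30 (standard error 0.48, limma adjusted p = 0.0076) and MMP9, a secreted protease, by 2.19 (standard error 0.62, limma adjusted p = 0.048), both repressed by stimulation. SERPINB2, a plasminogen activator inhibitor induced by stimulation, rose further, by 2.81 (standard error 0.57, limma adjusted p = 0.007). Each of these genes moved the same way in 5 of 5 donors, which for all but PDE4A was a condition of being named here. Without donor 2, CH25H had an adjusted p of 0.051, FLT1 no longer passed without donor 2, 3, 4 or 5 (adjusted p up to 0.19 in limma), CD14 did not without donor 4 (0.051), SERPINB2 without donor 3 or 4 (up to 0.083) and MMP9 without any 1 of the 5 (0.061 to 0.19). At an adjusted p under 0.05, 185 genes differed with EX00000246 at 6 hours, 67 higher and 118 lower, and 304 at 24 hours, 169 higher and 135 lower. A limma fit with the donor as a block gave 522 (155 higher and 367 lower) and 911 (421 higher and 490 lower). After rescaling by the median ratio 217 genes were higher and 183 lower at 6 hours, and with every library scaled to the same total FPKM 171 were higher and 69 lower at 24 hours. A model with only the groups of the comparison gave 112 genes at 6 hours and 0 at 24 hours, and without the libraries labelled unstimulated with EX00000246 there were 118 and 106. Without a donor term, the calls at 24 hours thus rest on a spread estimated from other groups as well. The model with only the groups of the comparison had no donor term either, so differences between donors enter its spread. It was not fitted with the donor as a block. Leaving out each donor in turn gave 67 to 140 genes at 6 hours and 37 to 202 at 24 hours. Of the genes changed by stimulation, 58 were also changed by EX00000246 at 6 hours, which is 1.15%, and 150 at 24 hours, which is 4.28%. At 6 hours 39 of the 58 moved against the stimulus, 18 of them induced and then lower and 21 repressed and then higher, and 19 moved with it. At 24 hours 115 of the 150 moved against the stimulus, 60 induced and then lower and 55 repressed and then higher, and 35 moved with it. The division into induced and repressed genes depended on the scaling: with the same total FPKM per library it was 13 and 28 at 6 hours and 33 and 66 at 24 hours, and after rescaling by the median ratio 51 and 28, and 57 and 42. In the fit with the donor block, 94 moved against and 54 with the stimulus at 6 hours, and 254 and 86 at 24 hours. The vehicle libraries enter both comparisons, with opposite signs. Simulated groups without any change gave 0 shared genes at both times. Stimulation changed no gene in them either, so this does not show how the shared libraries act on genes changed by stimulation. Independent lists of these sizes would share 31.7 genes of opposite and 47.1 of the same direction at 6 hours, and 46.9 and 43.3 at 24 hours. With the vehicle libraries divided between the comparisons in 20 ways, the median was 8.5 opposed and 7.5 same-direction genes at 6 hours (ranges 2 to 30 and 1 to 48), and 35.5 and 26 at 24 hours (0 to 327 and 0 to 561).

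**Figure D1:**
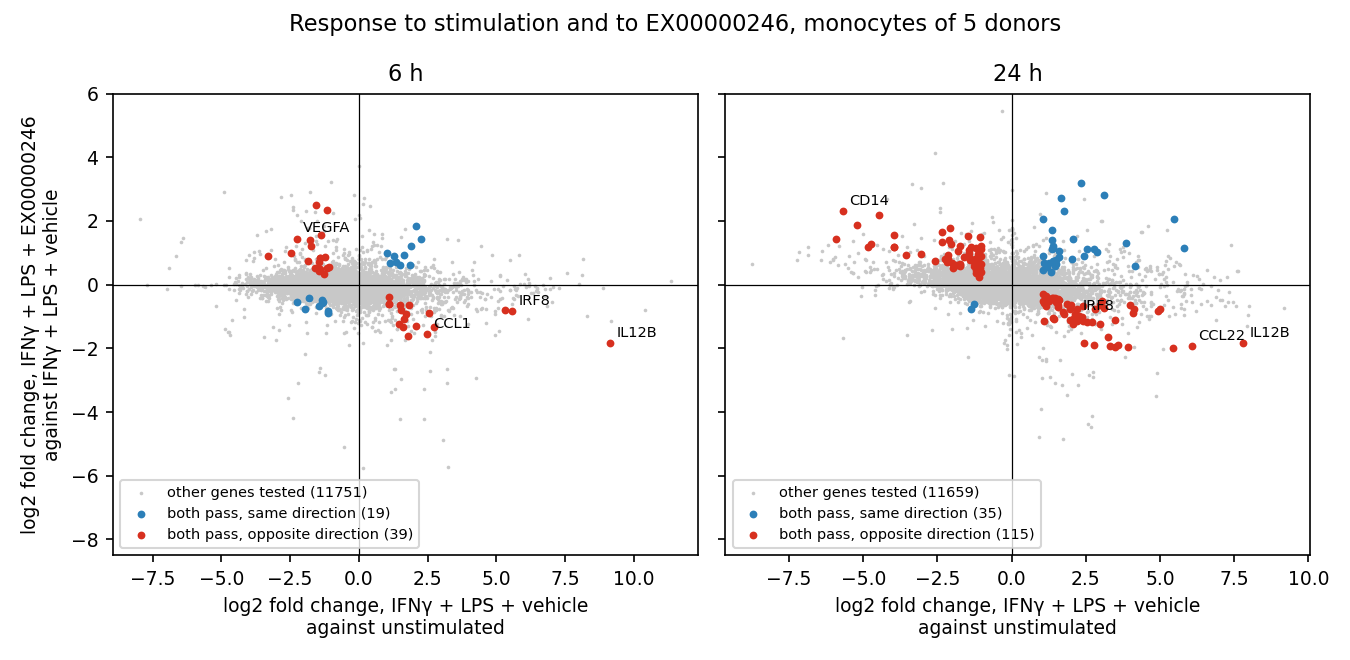
Log2 fold change by stimulation (horizontal axis, stimulated cells in vehicle against cells in medium) and by EX00000246 (vertical axis, stimulated cells with EX00000246 against stimulated cells in vehicle) for 11809 genes at 6 hours and 24 hours. Red points are the 39 and 115 genes that passed both tests in opposite directions, blue points the 19 and 35 that passed both in the same direction, and grey points the other genes.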

A subset of these genes was modulated by GPBAR1 agonism (Fig. 3A). 

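Genes changed by EX00000246 in stimulated cells belonged to transcription factors, kinases, peptidases, transporters and receptors as well as to cytokines. At 24 hours 7 of 107 transcription factors rose and 1 fell (11 and 1 adjusted over the list alone). FOSL2, a member of the AP-1 family, rose by 0.91 on the log2 scale (standard error 0.22, limma adjusted p = 0.02). At 6 hours 3 transcription factors fell, among them STAT6, the mediator of IL-4 signalling, with a log2 fold change of -0.60 (standard error 0.13, limma adjusted p = 0.0099). Of 139 kinases, 4 rose and 3 fell at 6 hours (4 and 4 adjusted over the list alone), and 3 rose and 3 fell at 24 hours (6 and 4). MAP3K4, a kinase upstream of p38 and JNK, rose by 0.91 at 6 hours (standard error 0.19, limma adjusted p = 0.0071) and by 0.88 at 24 hours (standard error 0.19, limma adjusted p = 0.011). Of 56 peptidases, 4 rose at 24 hours (9 adjusted over the list alone), including the collagenase MMP1 at 1.79 (standard error 0.40, limma adjusted p = 0.012). Of 198 transporters, 2 rose and 2 fell at 6 hours, and 7 rose and 3 fell at 24 hours (2 and 2, and 11 and 6, adjusted over the list alone). SLC11A1, a metal transporter of the phagosome, had a log2 fold change of 1.64 at 24 hours (standard error 0.36, limma adjusted p = 0.011). Of 86 G-protein coupled receptors, 4 rose at 24 hours (6 rose and 1 fell adjusted over the list alone), and of 41 ion channels 3 fell (2 rose and 4 fell adjusted over the list alone). With the donor as a block, 16 transcription factors rose and 3 fell at 24 hours, 9 peptidases rose, 18 transporters rose and 8 fell, and 7 receptors rose and 2 fell. Relative to the other genes, transcription factors, peptidases, transporters and receptors shifted up at 24 hours (camera adjusted p = 0.013, 0.0022, 0.025 and 0.015), which was lost with an estimated correlation (adjusted p = 0.50, 0.26, 0.55 and 0.50). PFKFB3, an activator of glycolysis, rose by 1.73 at 24 hours (standard error 0.26, limma adjusted p = 0.00014). At 6 hours 4 of 24 genes of the heat shock and unfolded protein response fell (8 fell and 1 rose adjusted over the list alone), among them the chaperone genes HSP90AB1 with a log2 fold change of -0.69 (standard error 0.12, limma adjusted p = 0.0015) and HSPD1 with -0.67 (standard error 0.14, limma adjusted p = 0.0065). The camera adjusted p of this list was 0.011 (adjusted p = 0.98 with an estimated correlation).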

The genes whose responsiveness to LPS and IFNγ were modulated represent many cellular functions in addition to classic proinflammatory signals (Fig. 3B). 

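In stimulated cells, EX00000246 raised the chemokine genes CXCL2, CXCL3 and CXCL5 and changed a small number of other cytokines. CXCL3 rose by 2.82 on the log2 scale at 6 hours (standard error 0.51, limma adjusted p = 0.0016) and by 2.70 at 24 hours (standard error 0.51, limma adjusted p = 0.004), and CXCL5 by 2.50 (standard error 0.65, limma adjusted p = 0.04) and 3.19 (standard error 0.65, limma adjusted p = 0.007). CXCL2 rose by 1.83 at 6 hours and 2.05 at 24 hours (standard error 0.42 at both, limma adjusted p = 0.013 and 0.007). EREG, an EGF receptor ligand, rose by 2.33 at 6 hours (standard error 0.48, limma adjusted p = 0.0053), and IL24, a cytokine of the IL-10 family, by 2.22 at 24 hours (standard error 0.32, limma adjusted p = 0.00013). Each of them did so in 5 of 5 donors, a condition of the rule for naming the largest changes. CXCL1 and CXCL6 did not pass at 6 hours, where CXCL1 had a log2 fold change of 1.42 (standard error 0.51, limma adjusted p = 0.196, and 0.019 with the donor as a block). IL8 was listed at an FPKM of 0 in 2 of 5 libraries with EX00000246 at 6 hours, where the quantification had failed. No fold change is given for it at that time. At 24 hours its log2 fold change was 1.66, higher in 5 of 5 donors (standard error 1.77, limma adjusted p = 0.68). The model applies 1 spread per gene to all groups, so the failed libraries widen this standard error and the test decides little. CXCL2 and CXCL3 are close paralogs that may share reads. Of 121 cytokines, chemokines and their receptors, 93 were tested, and stimulation raised 50 and lowered 15 at 6 hours and raised 65 and lowered 7 at 24 hours. EX00000246 raised 5 and lowered 2 at 6 hours, and raised 9 and lowered 5 at 24 hours (8 and 5, and 14 and 7, when adjusted over these 93 genes alone). Moving against the stimulus were CCL1, CXCL5, EREG, IL12B and VEGFA at 6 hours and CCL22, CD70, IL12A, IL12B and TNFSF15 at 24 hours. Moving with it were CXCL2 at 6 hours and CCL18, CXCL1, CXCL2, CXCL3, CXCL5 and CXCL6 at 24 hours. Of the 15 genes that Fig. 3C shows, a list that the study chose on these samples and that is therefore not independent evidence, 9 were changed by EX00000246 at 6 or 24 hours and 7 of them moved against the stimulus. The donor block changed these numbers to 13 and 11. CMKLR1, the chemerin receptor, had a log2 fold change of -1.11 at 6 hours (standard error 0.31, limma adjusted p = 0.055, and 0.0067 with the donor as a block). LTA, which encodes lymphotoxin alpha, had one of -1.52 at 24 hours (standard error 0.52, limma adjusted p = 0.11, and 0.029 with the donor as a block). In the model without a donor term, CXCL5 at 6 hours no longer passed without any 1 of the 5 donors (limma adjusted p = 0.05 to 0.2). Nor did CXCL2 without donor 3, 4 or 5 at 6 hours (up to 0.1) or donor 3 or 4 at 24 hours (up to 0.072). At 24 hours CXCL3 did not without donor 4 (0.062) and CXCL5 without donor 3 or 4 (up to 0.089). With the donor as a block, the limma adjusted p at 6 and 24 hours was 0.0015 and 0.00055 for CXCL2, 0.00012 and 0.00033 for CXCL3, and 0.018 and 0.0023 for CXCL5.

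**Figure D2:**
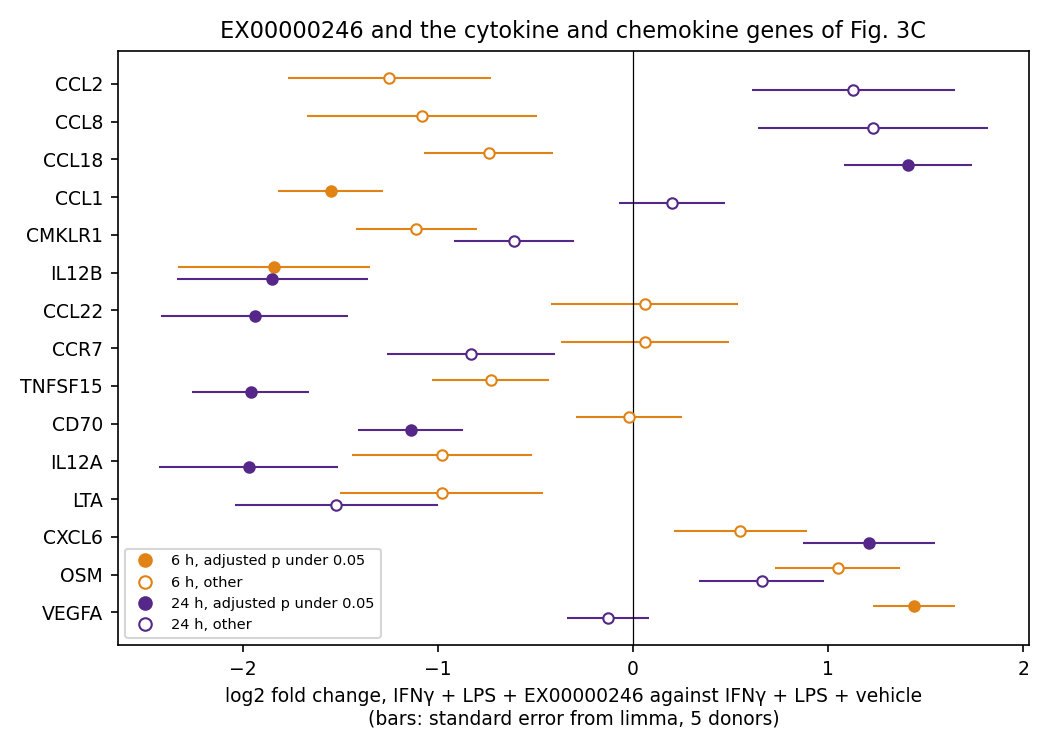
Log2 fold change by EX00000246 in stimulated monocytes (horizontal axis) of the 15 genes of Fig. 3C at 6 hours (orange) and 24 hours (purple), with standard errors from limma and n = 5 donors per group. Filled points passed an adjusted p of 0.05, among them IL12B at both times, and open points, such as CCL2 and CCL8 at both times, did not.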

Interestingly, a relatively small set of cytokines and chemokines were modulated by GPBAR1 inhibition at either 6 hours or 24 hours (Fig. 3C). Of these modulated cytokines, IL-12p40 is the only cytokine whose expression was blocked with inhibition at both timepoints. These results are consistent with our cytokine production results where we observed impacts on CCL2 and IL-12 (Fig. 2D). 

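IL12B, which encodes the p40 chain shared by IL-12 and IL-23, lies on chromosome 5 of hg19 from 158741791 to 158757481, with 8 exons in the canonical transcript. Its FPKM in stimulated cells was 690 ± 539 in vehicle and 235 ± 270 with EX00000246 at 6 hours, and 360 ± 173 and 117 ± 85.9 at 24 hours (SD, n = 5 donors). Without donor 1 the means at 6 hours were 456 and 116. Stimulation raised it by 9.15 on the log2 scale at 6 hours (standard error 0.49, limma adjusted p = 1e-17) and by 7.80 at 24 hours (standard error 0.49, limma adjusted p = 1e-15). EX00000246 lowered it in 5 of 5 donors at both times, with a log2 fold change of -1.84 at 6 hours (standard error 0.49, limma adjusted p = 0.045) and of -1.85 at 24 hours (standard error 0.49, limma adjusted p = 0.035). IRF8, an interferon-induced transcription factor that activates the IL12B promoter, was also induced by stimulation at both times and fell with EX00000246, by a log2 fold change of -0.84 at 6 hours (standard error 0.19, limma adjusted p = 0.011) and of -1 at 24 hours (standard error 0.19, limma adjusted p = 0.0035). IL12B and IRF8 were the 2 genes that moved against the stimulus at both times, and IL12B was the only one among the 93 tested cytokines, chemokines and receptors. With the donor as a block in limma, 10 genes did so, IL12B again being the only one of the 93. In all, 23 genes were changed by EX00000246 at both times, each in the same direction. With the donor as a block, the limma adjusted p of IL12B was 0.018 at 6 hours and 0.012 at 24 hours. In the model without a donor term, the fall of IL12B lay close to the threshold. There it did not pass at 6 hours without donor 2, 3, 4 or 5 (limma adjusted p up to 0.19), nor at 24 hours without any 1 of the 5 donors (0.052 to 0.14). It also did not pass at either time with a pseudocount of 0.1 or 0.25, with no filter on low values, with only the groups of the comparison or without the libraries labelled unstimulated with EX00000246, nor at 6 hours after scaling to the same total or by quantiles.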

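EX00000246 lowered IL12A at 24 hours in stimulated cells, while CCL2, TNF and IL6 did not pass the test. These are values of RNA, while the paper's cytokine production results are of protein in supernatants. CCL2, a chemokine that attracts monocytes, lies on chromosome 17 of hg19 from 32582296 to 32584220. Its FPKM in stimulated cells was 2480 ± 908 in vehicle and 1040 ± 430 with EX00000246 at 6 hours, and 1750 ± 1260 and 3410 ± 1930 at 24 hours (SD, n = 5 donors). The log2 fold change was -1.25 at 6 hours (standard error 0.52, limma adjusted p = 0.29) and 1.13 at 24 hours (standard error 0.52, limma adjusted p = 0.25). It was lower in 5 of 5 donors at 6 hours and higher in 5 of 5 at 24 hours, and neither difference passed the test. With the donor as a block, the limma adjusted p was 0.082 and 0.086. The difference between the times, 2.38 on the log2 scale, did not pass it either (standard error 0.73, limma adjusted p = 0.26). IL12A, the p35 chain of IL-12, lies on chromosome 3 from 159706623 to 159713806. At 24 hours it fell from an FPKM of 21.8 ± 19.9 in vehicle to 4.84 ± 5.46 with EX00000246 (SD, n = 5 donors), a log2 fold change of -1.97 (standard error 0.46, limma adjusted p = 0.016). Without donor 3 the mean with EX00000246 was 2.67. With the donor as a block its adjusted p in limma was 0.0043. In the model without a donor term it was up to 0.1 without donor 1 or 4. IL12A also did not pass with only the groups of the comparison or without the libraries labelled unstimulated with EX00000246. At 6 hours its log2 fold change was -0.98 (standard error 0.46, limma adjusted p = 0.4). TNF had FPKM values of 5790 ± 1010 in vehicle and 4520 ± 805 with EX00000246 at 6 hours, and 317 ± 108 and 225 ± 69.5 at 24 hours (SD, n = 5 donors). Its log2 fold changes were -0.36 (standard error 0.25, limma adjusted p = 0.71) and -0.50 (standard error 0.25, limma adjusted p = 0.29), and it was lower in 5 of 5 donors at both times. IL6 had 0.11 at 6 hours (standard error 0.44, limma adjusted p = 1) and 0.43 at 24 hours (standard error 0.44, limma adjusted p = 0.67). IL1B was listed at an FPKM of 0 in 1 of 5 libraries in vehicle and in 3 of 5 with EX00000246 at 6 hours. The quantification had failed there, so no fold change is given for that time. At 24 hours its FPKM was 1480 ± 1170 in vehicle and 4130 ± 2470 with EX00000246 (SD, n = 5 donors), higher in 5 of 5 donors. The failed libraries widen the spread that the model also applies at 24 hours (standard error 2.27), so the test there (limma adjusted p = 0.76) decides little.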

To understand the impact of GPBAR1 agonism on macrophage differentiation, we found that CCR7 and IL-12 upregulation is partially blocked and the IL-12:IL-10 ratio of production was decreased by treatment with an agonist (Fig. 3D), consistent with other reports [6].

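CCR7, the receptor that guides maturing cells to lymph nodes and a marker of the M1 state, lies on chromosome 17 of hg19 from 38710022 to 38721736, with 3 exons in the canonical transcript. Stimulation raised it by 3.56 on the log2 scale at 6 hours (standard error 0.43, limma adjusted p = 3.9e-09) and by 6.22 at 24 hours (standard error 0.43, limma adjusted p = 1.3e-14). In stimulated cells its FPKM was 114 ± 46.8 in vehicle and 116 ± 40 with EX00000246 at 6 hours, and 1100 ± 500 and 632 ± 294 at 24 hours (SD, n = 5 donors). The log2 fold change with EX00000246 was 0.06 at 6 hours (standard error 0.43, limma adjusted p = 1). At 24 hours it was -0.83, lower in 5 of 5 donors (standard error 0.43, limma adjusted p = 0.32), and it passed the test with the donor as a block (limma adjusted p = 0.021). The ratio of IL12B to the anti-inflammatory cytokine IL10, in FPKM, was 93.6 ± 50.3 in vehicle and 14.9 ± 10.7 with EX00000246 at 6 hours, and 40.2 ± 39.5 and 3.33 ± 2.85 at 24 hours (SD, n = 5 donors). Without donor 3 the mean in vehicle at 24 hours was 25.4. On the log2 scale, with 1 added to each FPKM, the ratio fell by 2.64 at 6 hours and by 3.48 at 24 hours, and it was lower in 5 of 5 donors at both times. An exact two-sided permutation test over all arrangements of the libraries gave p = 0.016 at each time, where 0.0079 is the smallest p possible. The exact sign-flip test within donors gave p = 0.062 at each time, the smallest p that 5 pairs allow. The paper takes CCR7, IL-12 and the ratio of IL-12 to IL-10 as readouts of macrophage differentiation and states from Fig. 3D that the agonist partially blocked the rise of CCR7 and IL-12 and decreased the ratio.

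**Figure D3:**
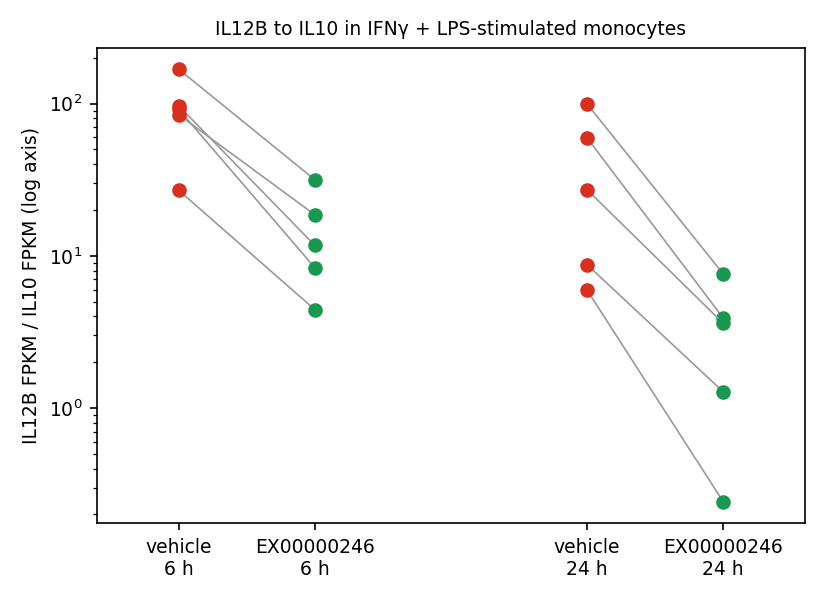
Ratio of IL12B to IL10 FPKM (vertical axis, log scale) in stimulated monocytes in vehicle (red) and with EX00000246 (green) at 6 and 24 hours. Each point is 1 library, grey lines join the libraries of 1 donor, and the ratio was lower with EX00000246 in 5 of 5 donors at both times.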

**Figure 3:**
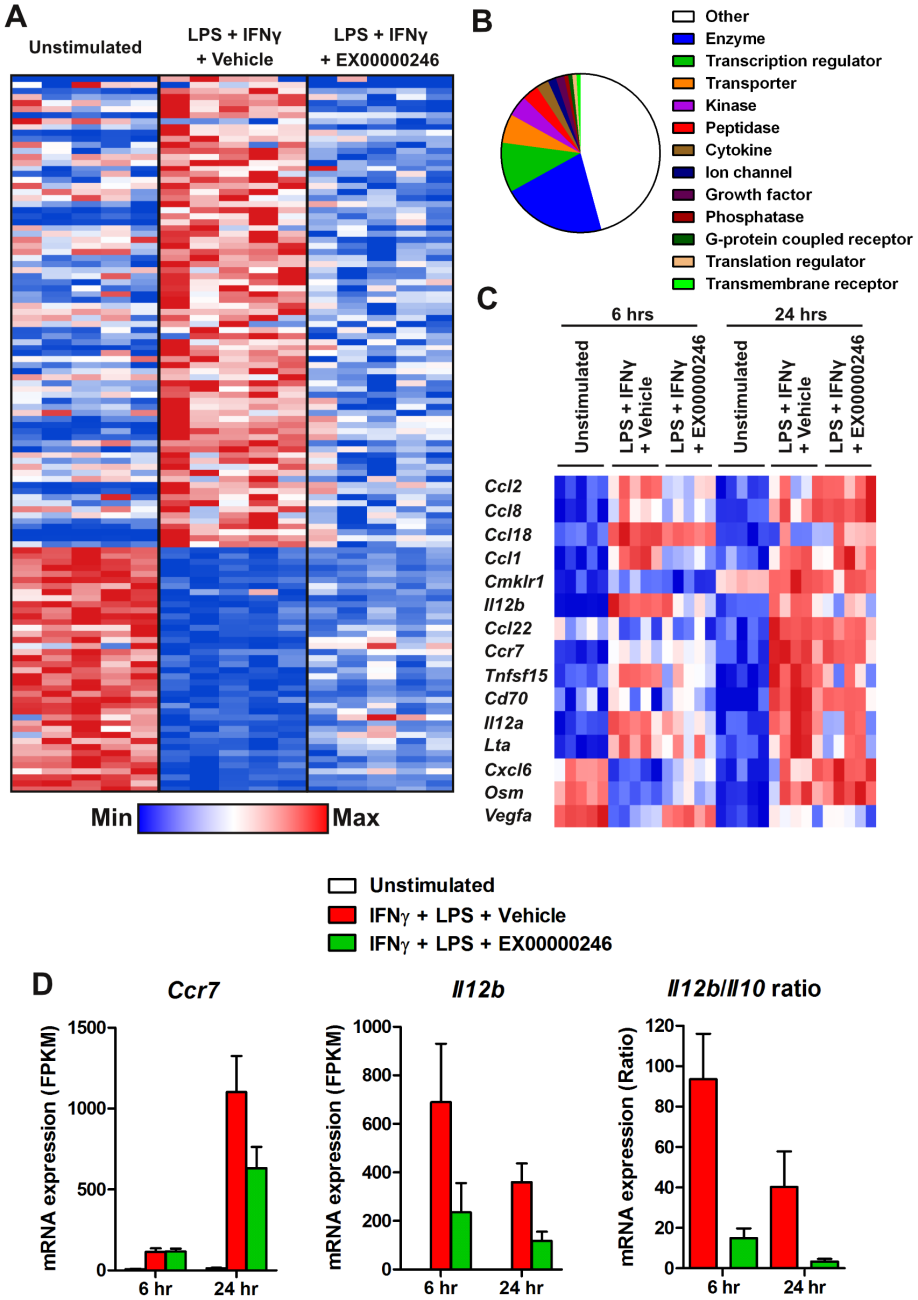
Agonism of GPBAR1 on human monocytes modulates a subset of LPS activated genes and blocks M1 differentiation. Monocytes from 5 donors were primed with IFNγ and stimulated with LPS ± agonist. RNA was isolated from these samples and subjected to RNA-Seq. (A) Heatmap of genes whose activation or repression by LPS at 6 hours was inhibited by the GPBAR1 agonist EX00000246. (B) Cellular function data from Ingenuity Systems was mapped onto the GPBAR1 regulated genes. (C) Heatmap of genes annotated as cytokine or chemokine whose activation or repression by LPS at 6 hours, 24 hours, or both times was inhibited by the GPBAR1 agonist EX00000246. (D) Individual plots of *Ccr7*, *Il12b* expression and ratio of *Il12/Il10* expression after stimulation with LPS treated with EX00000246.

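Among M1 markers, EX00000246 lowered CD40, the costimulatory receptor that T cells engage, at 6 hours, with a log2 fold change of -0.81 (standard error 0.22, limma adjusted p = 0.045, n = 5 donors), besides IL12B. At 24 hours the M1 markers that fell were IL12A and IL12B. Of the 21 tested M1 markers, 2 fell at 6 hours (1 rose and 4 fell adjusted over the list alone) and 2 at 24 hours (1 rose and 3 fell adjusted over the list alone). In the donor-blocked fit, 1 rose and 4 fell at 24 hours. Of 21 markers of the M2 state, the anti-inflammatory and scavenging state of macrophages, 4 rose and 1 fell at 24 hours (5 and 1 adjusted over the list alone). The haemoglobin scavenger receptor CD163 rose by 1.56 on the log2 scale (standard error 0.43, limma adjusted p = 0.044) and MERTK, a receptor for the uptake of dying cells, by 1.28 (standard error 0.30, limma adjusted p = 0.018). Both had been repressed by stimulation, with log2 fold changes of -3.96 and -4.72. The M2 marker that fell, CCL22, attracts T cells and had been induced by stimulation. Of 18 monocyte markers, 5 rose at 24 hours (7 adjusted over the list alone), among them the calprotectin genes S100A8 at 1.14 (standard error 0.32, limma adjusted p = 0.047) and S100A9 at 1.05 (standard error 0.30, limma adjusted p = 0.046). Of 28 receptors of phagocytosis and scavenging, 5 rose and 1 fell at 24 hours (8 and 1 adjusted over the list alone), including the Fc receptor FCGR2A at 1.78 (standard error 0.41, limma adjusted p = 0.017). Against the other genes, M2 markers, monocyte markers and phagocytosis receptors shifted up at 24 hours (camera adjusted p = 0.00025, 2.1e-07 and 4.5e-07), which was lost with an estimated correlation (adjusted p = 0.26, 0.16 and 0.26).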

GPBAR1 agonism with our selective tool molecules reduced proinflammatory cytokine production from activated human monocytes and macrophages. To determine if similar mechanisms would occur in mouse monocytes, we first assessed *Gpbar1* mRNA levels in both whole blood and isolated leukocytes from C57BL/6 mice. *Gpbar1* was expressed and its expression was increased in the isolated leukocytes (Fig. 4A). We next assessed GPBAR1 protein expression on circulating blood cells and found that its expression was highest on monocytes. Lower levels were also detected on granulocytes, but not on lymphocytes (Fig. 4B, C). To determine if agonism of GPBAR1 would also restrict mouse monocyte cytokine production in response to LPS, we isolated mouse blood and stimulated the cells with 100 ng LPS ex vivo in the presence of BIX02694 (at 0.1 and 1 µM) and performed intracellular staining for TNFα after 5 hours. Agonism of GPBAR1 resulted in a significant reduction in TNFα production from monocytes (Fig. 4D). These data demonstrate that BIX02694 cross reacts with mouse GPBAR1 and can impact monocyte response to LPS.

**Figure 4:**
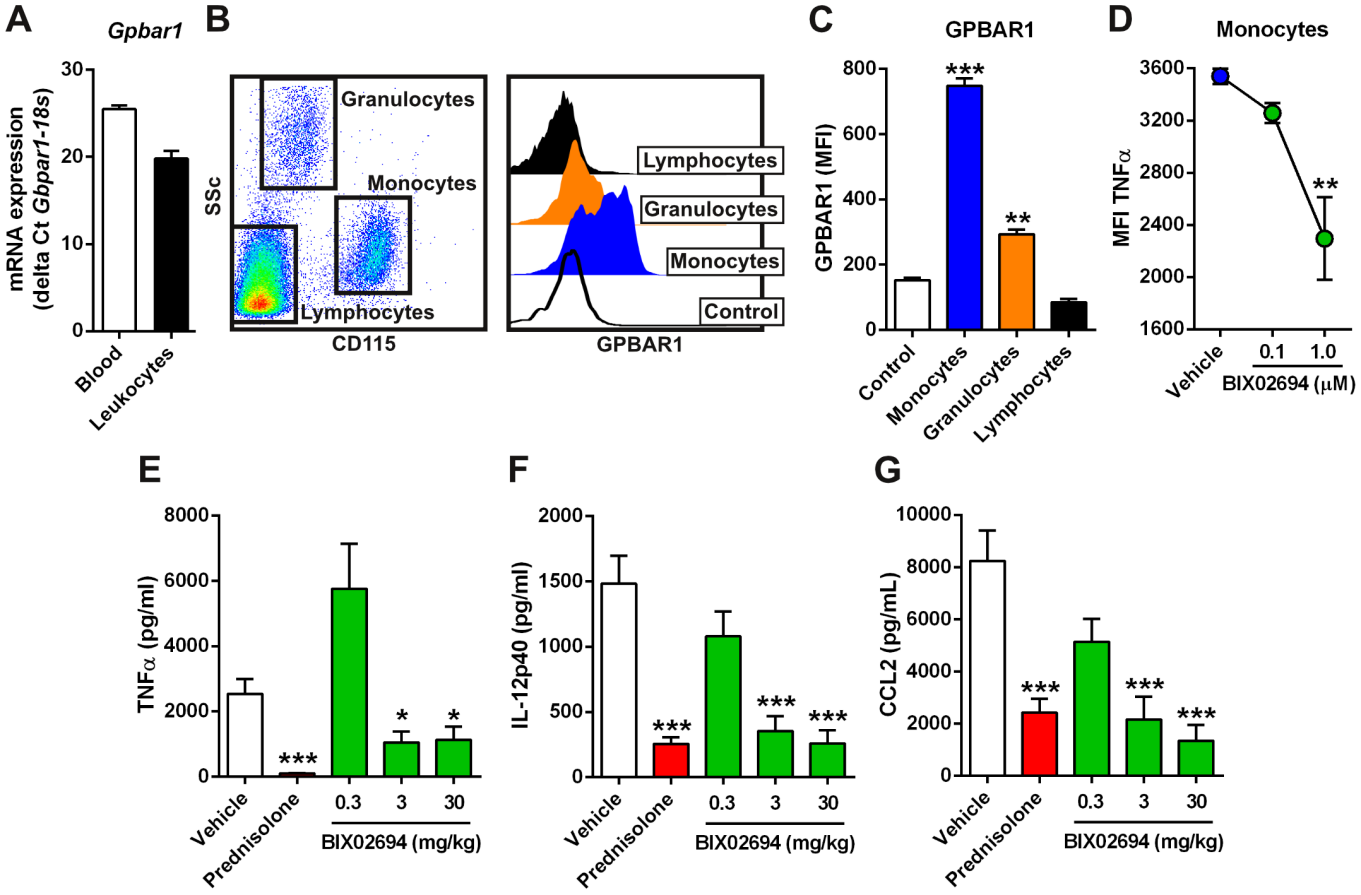
Mouse monocytes express GPBAR1 and its agonism reduces LPS-induced cytokine production. (A) *Gpbar1* and *18s* mRNA levels were assessed by Taqman in C57BL/6 mouse whole blood and isolated leukocytes (n = 2 for leukocytes, n = 5 for blood). (B–C) GPBAR1 protein levels were assessed on mouse blood cells by flow cytometry using CD115 to stain monocytes. (B) Gating scheme and representative histograms of lymphocytes, granulocytes and monocytes are shown (n = 1 is shown, representative of 3 mice). (C) Median fluorescence intensity of GPBAR1 on monocytes, granulocytes, and lymphocytes is shown (n = 3, averaged). Monocytes stained with an isotype control are the control sample (B) and (C). (D–F) Impact of GPBAR1 agonism on LPS induced cytokines. Blood from C57BL/6 mice (n = 5, averaged) was stimulated ex vivo with 100 ng LPS in the presence of BIX02694 and intracellular TNFα in monocytes was measured by flow cytometry (D). Balb/c mice were challenged with 2 µg LPS, in the presence of vehicle, Prednisolone (3 mg/kg), or BIX02694 (0.3, 3, 10 mg/kg) and serum cytokine levels were measured; TNFα at 1 hour (E) IL-12p40 (F) and CCL2 (G) both at 4 hours post LPS administration.

To understand if BIX02694 is pharmacologically active in vivo and if agonism of GPBAR1 would also reduce LPS-induced proinflammatory cytokine production in vivo, Balb/c mice (due to their more consistent response to LPS) were dosed with BIX02694 at 0.3, 3, and 30 mg/kg (10 mice per group) or prednisolone (3 mg/kg) and subsequently challenged with LPS at 2 µg per mouse. Serum cytokine levels of TNFα (1 hour post-challenge), IL-12p40 (4 hours post-challenge), and CCL2 (4 hours post-challenge) were assessed and found to be significantly decreased in a dose-dependent manner with GPBAR1 agonism (Fig. 4E–G). Prednisolone is included as a positive control in the experiments as it is a steroid which has strong anti-inflammatory properties and blocks all LPS-mediated responses in all immune cells. These data demonstrate that BIX02694 is pharmacologically active in vivo.

Given the ability of BIX02694 to act as a GPBAR1 agonist to reduce monocyte activation in vitro and proinflammatory cytokine production in vivo, we tested whether this GPBAR1-mediated effect on monocyte activation is sufficient to impact an autoimmune disease in a more chronic setting, as it may have therapeutic implications for human diseases. We chose the mouse model of EAE using C57BL/6 mice where inflammation is triggered in the CNS by rupturing the blood brain barrier using pertussis toxin together with immunization with myelin peptide in the presence of adjuvant. Both the initiation and continuation of inflammation is dependent on both activation of microglia in the CNS and monocyte recruitment and activation in the periphery and in the CNS. This in turn, further activates adaptive immune responses (particularly T cell recruitment and reactivation in the CNS). Together, these activities lead to the observed symptoms of progressive paralysis (observable starting on approximately day 7, reaching a peak at day 14 after which the disease slowly starts to resolve over the next 2–3 weeks). Mice were dosed with the GPBAR1 agonist, BIX02694, twice a day at 30 mg/kg starting before immunization and continued for 30 days (EX00000246 does not have sufficient systemic exposure for application in these studies). Animals were evaluated daily for signs of disease progression and clinical scores. Mice treated with BIX02694 had significant reductions in the clinical score both at peak of disease and at the termination of the study (Fig. 5A).

**Figure 5:**
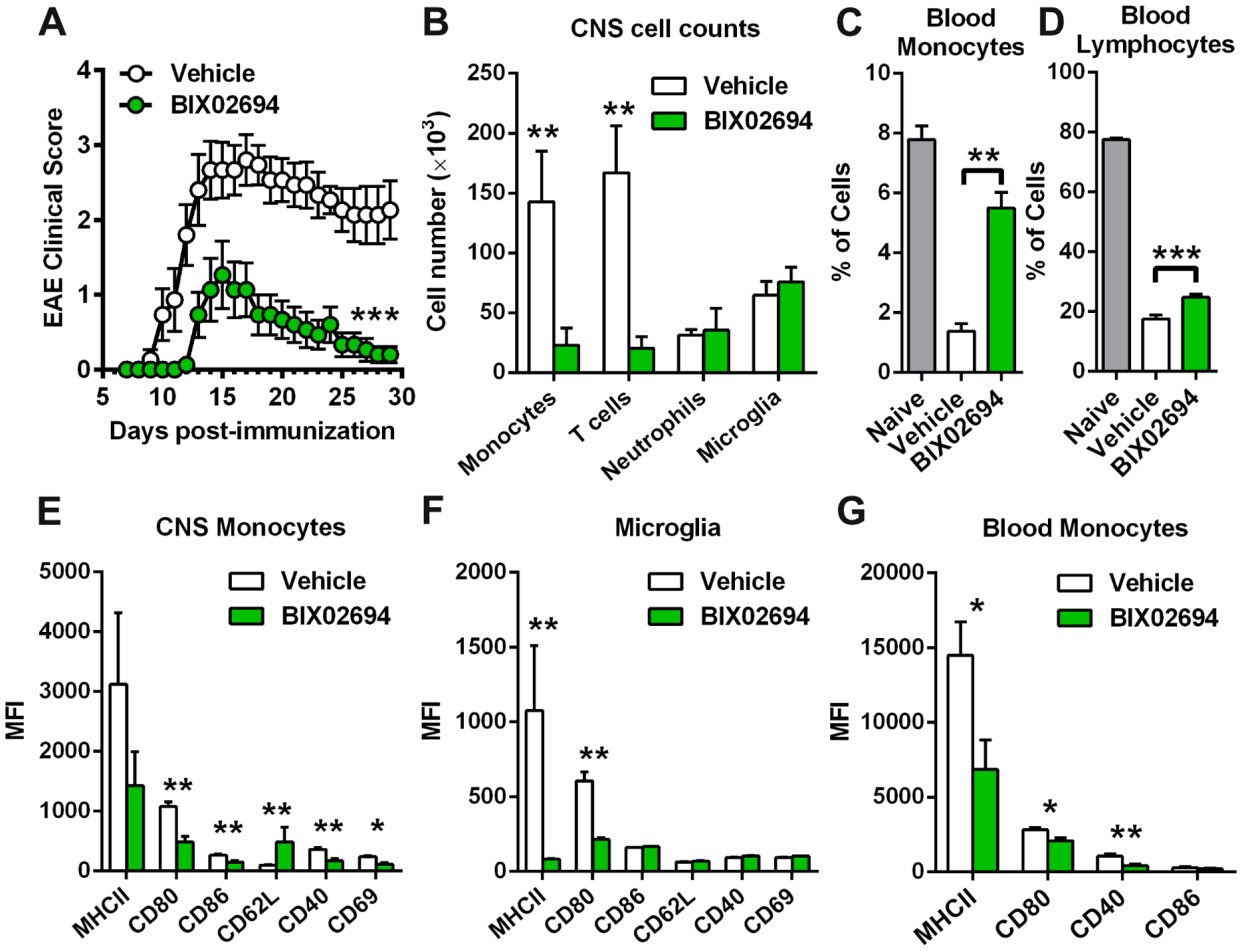
GPBAR1 agonism reduces EAE disease severity. (A) EAE clinical scores are shown for both vehicle and BIX02694 groups (n = 10 mice per group). (B) Cell counts of CNS immune cells assessed on day 13 post-immunization are shown (n = 5 mice). (C) Percentages of blood monocytes (n = 5) or (C) lymphocytes (n = 5) are shown for naive mice (n = 8), along with EAE mice treated with either vehicle or BIX02694. Protein expression of activation markers on both CNS-infiltrating monocytes (E) and microglia (F) are shown (n = 5 mice per group). (G) Protein expression of activation markers on blood monocytes from EAE mice treated with either vehicle or BIX02694 (n = 5 mice per group).

A significant aspect of the EAE model is a profound influx of cells from the periphery into the CNS during the course of the disease. Since we have demonstrated modulation of CCL2, along with other chemokines in monocytes, we hypothesize that agonism of GPBAR1 may block immune cell trafficking to the CNS. We therefore evaluated monocyte and T cell numbers in the CNS at the peak of disease where their numbers are at their highest (at disease scores of 2 and 3, data not shown and [22]) (Fig. 5B) and found a highly significant reduction (84% & 88%, respectively). This reflects a specific impact on these cells, since the number of neutrophils and microglia in the CNS was not affected (Fig. 5B). Given the reduction in monocyte infiltration into the CNS with GPBAR1 agonism, we assessed if this may be due to a reduction in blood monocytes. We analyzed the level of blood monocytes during EAE and, as expected, we observed a significant reduction in blood monocytes that corresponds with significant increases in CNS monocytes (Fig. 5C). However, mice treated with BIX02694 had significantly more circulating monocytes than the vehicle treated group, with levels almost reaching those of naive mice suggesting that the reduction in CNS monocytes is not due to lack of blood monocytes, but rather due to lack of trafficking to the CNS. Blood lymphocytes are also significantly reduced with disease and GPBAR1 agonism lead to a slight (but significant) normalization in numbers (Fig. 5D). This likely reflects indirect effects on T cells as they do not express GPBAR1.

Given the impact of GPBAR1 agonists on monocyte activation in vitro, we determined their activation status of monocytes and microglia in vivo in the CNS and the activation status of monocytes in the peripheral blood. We assessed the level of surface proteins that are known to be upregulated (MHCII, CD80, CD86, CD40, and CD69) or downregulated (CD62L) upon myeloid cell activation. With GPBAR1 agonism, we observed significant decreases in most of these activation markers on CNS monocytes including CD80, CD86, CD40, and CD69. Consistently, CD62L was increased on monocytes with GPBAR1 agonism (Fig. 5E). On microglia from the CNS, the two activation markers that are significantly upregulated with disease are MHCII and CD80 and both of these are reduced with GPBAR1 agonism (Fig. 5F). We also measured these activation markers on blood monocytes and found significant reductions in MHCII, CD80, and CD40, similar to monocytes in the CNS (Fig. 5G). These data demonstrate that agonism of GPBAR1 reduces the numbers of monocytes and T cells in the CNS, and reduces monocyte and microglia activation in the CNS and monocyte activation in the periphery. Together this results in reduced EAE disease severity as measured by clinical score.

## Discussion

The significance of GPBAR1 signaling in metabolism and glucose homeostasis has been demonstrated in numerous publications, as reviewed recently [1]. However, its potential role in inflammation is not well understood, although some effects on macrophages have recently been described [5]–[9]. In this report, we identify and use highly selective GPBAR1 agonists and complement them with the natural GPBAR1 agonist, Lithocholic acid in vitro, to demonstrate that GPBAR1 agonism reduces proinflammatory responses in human monocytes in vitro and that GPBAR1 agonism is sufficient to reduce autoimmune/inflammatory responses in vivo in mouse. Our hypothesis is that reduction in inflammation in vivo is mediated by direct effects of GPBAR1 on blocking myeloid cell activation. To support this concept of reduction in inflammation, we show direct effects on monocyte activation in peripheral blood which can, in turn, impact monocyte trafficking to sites of inflammation. Also, we show reduced monocyte and microglial activation at the site of inflammation. This reduced local activation of myeloid cells would be expected to result in reduced production of inflammatory mediators and failure to reactivate T cells, thus blocking local T cell proliferation in the CNS. Together these observations suggest that TGR5 agonism is a novel way to reduce the cycle of inflammation and may offer a novel therapeutic approach for inflammatory indications.

We confirm the potency of our molecule by demonstrating effects of GPBAR1 agonism on cAMP induction and on cytokine reduction in response to LPS, as previously described [5]–[9]. In addition, we demonstrate that GPBAR1 agonism has an impact in blunting responses to other TLR agonists in addition to TLR4. 

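Most genes induced by stimulation did not pass the test for a change with EX00000246. Of 731 genes induced at least 2-fold at 6 hours, EX00000246 lowered 18, or 2.46%, and raised 10, and of 1132 induced at 24 hours it lowered 60, or 5.3%, and raised 33. Blocking by donor in limma, 49 and 123 induced genes were lower. Irrespective of the test, the log2 fold change was -1 or lower in 24 of the 731 genes and 52 of the 1132, and the median over the induced genes was -0.16 at 6 hours and -0.15 at 24 hours. Among 32 induced genes of the IFNγ response, 1 fell at 6 hours, and among 33 at 24 hours 1 fell, IRF8 in both cases. The chemokine CXCL10, which attracts T cells and is induced by both interferons and LPS, had log2 fold changes of -0.97 at 6 hours (standard error 0.41, limma adjusted p = 0.31) and -0.96 at 24 hours (standard error 0.41, limma adjusted p = 0.22), and was lower in 5 of 5 donors at both times. With only the groups of the comparison in the model, it passed at 6 hours but not at 24 hours. The 33 induced interferon-stimulated genes had a median log2 fold change of -0.50 with EX00000246 at 6 hours, and the 38 induced at 24 hours one of -0.44. Of 21 induced chemokines at 6 hours, 1 fell and 1 rose, and of 29 at 24 hours, 1 fell and 6 rose. Of 17 surface molecules of activation induced at 24 hours, 2 fell and 1 rose. ICOSLG, a ligand for the T cell costimulator ICOS, fell by a log2 fold change of -1.08 (standard error 0.26, limma adjusted p = 0.019), and SLAMF1, a receptor of lymphocytes and myeloid cells, rose by 1.14 (standard error 0.32, limma adjusted p = 0.048). On simulated data, a change of 2-fold was recovered in 79.1% of genes at 6 hours and 88.1% at 24 hours, and a change of 1.5-fold in 59.7% and 58.2%. The genes changed there were drawn at random from the expressed genes, not from those induced by stimulation. Recovery can be lower for induced genes with a wide spread between donors. A gene that did not pass, such as CXCL10, may therefore still have changed.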

While we see that GPBAR1 agonism can block responses to an array of TLR agonists, the blockade is quite selective as only a subset of LPS induced proteins and genes are altered in monocytes when treated with GPBAR1 agonist. 

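IL10, an anti-inflammatory cytokine that restrains activated macrophages, rose with EX00000246 in stimulated monocytes at 24 hours. It lies on chromosome 1 of hg19 from 206940948 to 206945839, with 5 exons in the canonical transcript. Its FPKM was 16.3 ± 11.3 in stimulated cells in vehicle and 49.7 ± 31.7 with EX00000246 at 24 hours (SD, n = 5 donors), a log2 fold change of 1.63, higher in 5 of 5 donors (standard error 0.40, limma adjusted p = 0.022). At 6 hours its FPKM was 7.73 ± 3.53 and 14 ± 5.91 (SD, n = 5 donors), and the log2 fold change of 0.80, also higher in 5 of 5 donors, did not pass the test (standard error 0.40, limma adjusted p = 0.45). Stimulation in vehicle left IL10 with a log2 fold change of 0.66 at 6 hours (standard error 0.40, limma adjusted p = 0.13) and 0.07 at 24 hours (standard error 0.40, limma adjusted p = 0.88), against cells in medium with 4.34 ± 1.57 and 13.6 ± 6.06 (SD, n = 5 donors). With the donor as a block, the increase at 24 hours had a limma adjusted p of 0.014. In the model without a donor term it no longer passed without donor 1, 3 or 4 (limma adjusted p up to 0.11). Nor did it pass with only the groups of the comparison or without the libraries labelled unstimulated with EX00000246.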

At the gene level we observed that agonism of GPBAR1 leads to decreased IL-12 expression and increased IL-10 expression after LPS stimulation, similar to published reports with bile acids (GPBAR1 agonists) in mouse and human [6], [23]. GPBAR1 also regulates production of other inflammatory mediators (e.g. VEGFA, OSM), chemokines (e.g. CXCL6, CCL1, 2, 8, 18 and 22), CCR7 chemokine receptor and surface markers of monocyte activation (e.g. TNFSF15 and CD70).

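EX00000246 raised some inflammatory mediators and chemokines in stimulated cells and lowered other chemokines and surface molecules. VEGFA, a growth factor for blood vessels, lies on chromosome 6 of hg19 from 43737946 to 43754223. Stimulation lowered it at 6 hours, and EX00000246 raised it from an FPKM of 6.73 ± 1.3 to 20.4 ± 5.87 (SD, n = 5 donors), a log2 fold change of 1.44 (standard error 0.21, limma adjusted p = 7.3e-05). At 24 hours its log2 fold change was -0.13 (standard error 0.21, limma adjusted p = 0.8), and the difference between the times passed the test (-1.57, standard error 0.29, limma adjusted p = 0.0071). OSM, a cytokine of the IL-6 family on chromosome 22 from 30658819 to 30662829, had 1.05 at 6 hours (standard error 0.32, limma adjusted p = 0.09, and 0.022 with the donor as a block). CCL1, a chemokine for T cells on chromosome 17 from 32687399 to 32690252, fell at 6 hours from an FPKM of 5.42 ± 2.36 to 1.08 ± 0.417 (SD, n = 5 donors), a log2 fold change of -1.55 (standard error 0.27, limma adjusted p = 0.0015). CCL22, which lies on chromosome 16 from 57392695 to 57400102, fell at 24 hours by a log2 fold change of -1.94 (standard error 0.48, limma adjusted p = 0.025). Stimulation had raised it 67.7-fold at that time. TNFSF15, a TNF family cytokine on chromosome 9 from 117546915 to 117568408, fell by -1.96 at 24 hours (standard error 0.30, limma adjusted p = 0.00026), and CD70, the ligand of CD27 on chromosome 19 from 6585850 to 6591163, by -1.14 (standard error 0.27, limma adjusted p = 0.018). CCL18, a chemokine of alternatively activated macrophages, and CXCL6, a chemokine for neutrophils, were induced by stimulation at 24 hours and rose further with EX00000246. Their log2 fold changes were 1.41 for CCL18 (standard error 0.33, limma adjusted p = 0.018) and 1.21 for CXCL6 (standard error 0.34, limma adjusted p = 0.045). CCL8, a monocyte chemokine, had -1.08 at 6 hours and 1.23 at 24 hours (standard error 0.59 at both, limma adjusted p = 0.52 and 0.27). The genes that passed moved the same way in 5 of 5 donors. Among the genes of this paragraph, the difference between the times passed for VEGFA, CCL1 and CCL18 in the model without a donor term. At 24 hours with the donor as a block, the limma adjusted p was 0.00019 for CCL22, 0.0011 for CCL18, 0.0047 for CD70 and 0.013 for CXCL6. In the model without a donor term, CCL22 did not pass without donor 2, 3 or 4 (limma adjusted p up to 0.15). Nor did CCL18 without donor 3, 4 or 5 (up to 0.16), CD70 without donor 1, 3 or 4 (up to 0.15) and CXCL6 without any 1 of the 5 (0.067 to 0.22). These 4 genes also did not pass with only the groups of the comparison or without the libraries labelled unstimulated with EX00000246, nor did TNFSF15 with only the groups of the comparison. CCL22 and CXCL6 did not pass with a pseudocount of 0.1 or 0.25, CD70 with one of 0.1 and CXCL6 with no filter on low values.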

Importantly, we found that selective agonism of GPBAR1 alters cytokine production in response to LPS activation in vivo and alters monocyte activation in the periphery and in the CNS. GPBAR1 agonism also alters microglia activation during inflammation in the brain. Our results in the EAE model are consistent with a report that oleanolic acid (a GPBAR1/FXR agonist) can reduce disease severity in EAE [14]. Although the authors did not attribute the effects to GPBAR1 activity on monocytes in their paper, they did note that TNFα and osteopontin in the tissue and TNFα, MIP-1α, IFNγ, and MCP-1 in serum was reduced, which is consistent with an impact on myeloid cell activation. Similarly, McMahan et al. [23] demonstrated that a dual GPBAR1/FXR agonist increased the proportion of Ly6C-low monocytes and increased the proportion of genes associated with an alternatively activated macrophage phenotype such as IL-10. Our data suggests that these effects are mediated through GPBAR1 agonism.

The EAE model is a useful system to explore the impact of myeloid cell activation in vivo as myeloid cells have a key role in development of inflammation and the associated tissue damage: microglia activation is the first and critical step [24], [25], followed by monocyte activation [25]–[27] and monocyte trafficking to the CNS (CCL2) [22], [28], [29]. This in turn affects T cell recruitment; specific examples include T cell infiltration into the CNS is blocked during EAE in CCR2^−/−^ mice that have reduced monocyte numbers and reduced monocyte trafficking to the CNS [30] and CXCL10 production by monocytes is thought to lead to T cell recruitment [25].

We have shown that agonism of GPBAR1 has a key impact on myeloid cell activation; reduced production of inflammatory mediators and chemokines (such as CCL2 production) by myeloid cells, reduction in microglia activation, reduction in monocyte activation and expression of molecules required for trafficking by monocytes (CCR7). Together these data offer a molecular explanation for our finding that GPBAR1 agonism in EAE reduced inflammation and reduced the number of CNS-infiltrating monocytes and T cells. Although we have monitored this phenomenon only at the peak of the disease, the data are consistent with this molecular signature. We conclude that the normal monocyte numbers in the periphery reflect both the reduced chemotaxis signal from microglia in the CNS and reduced direct monocyte activation in the periphery. In addition to a critical role for myeloid cells in EAE, local T cell reactivation is also an important process in driving pathogenesis [31]. We conclude that the reduced numbers of T cells in the periphery with GPBAR1 agonism suggests that T cells can still traffic to the CNS, but they fail to be locally reactivated by antigen presenting cells such as microglia and monocytes due to the reduced activation state and antigen presenting capacity of the myeloid cells. Therefore, T cells don't proliferate and their numbers in the brain remain low. The fact that GPBAR1 agonism does not result in a complete reduction in inflammation may be due to neutrophil infiltration into the CNS since we do not observe an impact on neutrophil infiltration. These neutrophils might be the source of the T cell trafficking signal.

Our hypothesis, therefore, is that GPBAR1 agonism reduces microglia and monocyte activation and this reduced myeloid cell activation leads to the other observed downstream effects in EAE. It is these downstream effects on monocytes and T cell activation that translate into reduced disease severity. This hypothesis is consistent with published studies demonstrating that GPBAR1 agonism reduces adhesion of monocytes to endothelial cells [8], and with our in vitro studies on myeloid cells and by expression studies demonstrating that GPBAR1 is found at higher levels on monocytes than granulocytes and lymphocytes. Furthermore, we did not observe any impact of GPBAR1 agonists on other primary human cells (in assays measuring activation of B cells or T cells, data not shown).

These data demonstrate the effects of selective GPBAR1 agonism on monocytes and strengthen the rationale for GPBAR1 agonists as potential therapeutic agents in autoimmune diseases. Given its restricted expression profile, it is attractive to suggest that it could be a beneficial therapy for the treatment of inflammatory disorders, particularly if they are associated with metabolic syndrome/obesity. However, recent reports suggest that GPBAR1 agonism also has profound effects on blood pressure, which may preclude the use of current systemically available agonists as therapies for inflammatory disorders [32]–[34]. Unconventional pharmacological approaches will need to be taken to deliver the compounds to the key site of action to maximize the potential benefits and reduce the potential effects on blood pressure in order to develop a successful therapeutic.

How the deposited data were processed for this re-analysis (not part of the article)

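RNA was measured in primary human monocytes of 5 donors, in 8 groups with 1 library per donor and group. The groups combined 2 times, 6 and 24 hours, with cells in medium, cells labelled as unstimulated with EX00000246, cells stimulated with IFNγ and LPS in vehicle and cells stimulated with IFNγ and LPS in the presence of EX00000246. The authors aligned 52 bp paired-end reads to hg19 with STAR 2.3 and made FPKM values for each library on its own with Cufflinks, given as version 2 in the methods and 2.1 in the notes deposited with the data. These FPKM values, with their confidence limits and a status for each gene, are what the authors deposited. The paper's differential analysis used HTSeq counts and limma, and tables of those counts are not part of the data used here, so the tests below rest on FPKM. The annotation used for quantification is not stated in the paper's text. 

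Each table held 24936 genes or loci. Those without a gene name, on the Y chromosome, or named XIST or TSIX were left out (157), which left 24779 with 23193 distinct symbols. Where a symbol had several entries, the one with the highest mean FPKM stood for it. Entries with a status other than OK numbered 286 to 310 per library, and a value of 0 there can be a failed estimate. With the half-width of the confidence limits taken as 2 standard deviations, the square of FPKM over the standard deviation gave an implied number of fragments per gene, summed to the depth of each library. For implied numbers up to 30, 51.2% to 54.7% per library lay within 0.01 of a whole number, so the values were not treated as counts and no count-based test was run. Intervals and p-values rest on the spread between donors.

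Genes with an FPKM of at least 1 in at least 5 libraries were tested, 11809 entries with 11755 symbols. Values were transformed to log2(FPKM + 1), on which a fold change understates the change of genes with low FPKM. All 8 groups entered 1 linear model in limma 3.58.1 under R 4.3.3, with empirical Bayes moderation and a trend on the mean, and without a donor term, since the paper names none. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. A stimulation gene had an adjusted p under 0.05 and a change of at least 2-fold between stimulated cells in vehicle and cells in medium, and a compound gene an adjusted p under 0.05 between stimulated cells with EX00000246 and in vehicle, as the paper selects them. Genes passing both were divided by whether the changes had opposite or the same sign. The same model gave the comparison of the cells labelled as unstimulated with EX00000246 with cells in medium, and the differences of the compound effect between times and between stimulated and unstimulated cells at 24 hours. The ratio of IL12B to IL10 was compared with an exact two-sided permutation test.

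The genes named in the text follow a rule set before the data were examined: every gene the paper names for this experiment, GPBAR1 and the transcripts of the cytokines it measured as protein, the 10 largest changes in each direction with EX00000246 in stimulated cells and the 5 largest in each direction for other comparisons, among genes that passed the test and moved the same way in all 5 donors, and up to 4 changed members of each gene list. Not every gene that this rule names is reported here. The values of Fig. 3C and 3D had been seen when the rule was set. In the same way, 45 gene lists were fixed, and those with at least 5 tested members were compared with the other genes by camera with a preset correlation of 0.01 and with an estimated correlation. Members were counted after adjustment over all genes and over the list alone.

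The labels give the donor of each library, so that libraries with the same number come from the same donor. As a check, deviations from the group means were correlated between stimulated cells in vehicle and with EX00000246. The correlation of libraries of the same donor was 0.12 to 0.33 at 6 hours and 0.08 to 0.47 at 24 hours, and in 5 of 5 donors it was the highest at each time. The model was therefore also fitted with the donor as a block.

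The procedure was tested on simulated data of the same size, in which 4-fold changes with EX00000246 were recovered in 92.4% of genes at 6 hours and 97% at 24 hours. The alternatives tried were pseudocounts of 0.1 and 0.25, no filter on low values and a filter at an FPKM of 5, rescaling by the median ratio, to the same total and by quantiles, a model with only the groups of each comparison, moderation without a trend, the donor block, leaving out each donor in turn, other selections of the genes changed by both, and stimulation measured in the presence of EX00000246. Leaving out entries of failed status, loci under 300 bases, or the libraries labelled as unstimulated with EX00000246 was added after the data had been seen.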

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

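Of the tests in this part, those of the library series, of the 10 most abundant entries, of a mislabelled group and of an effect of EX00000246 itself were chosen only after the result was seen.

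After stimulation at 6 hours, 4295 of 5026 changed genes were lower. A difference between the library series is argued against as the whole cause, because 84.1% of the genes changed at least 2-fold were also lower when stimulated cells with EX00000246 were compared with the libraries labelled unstimulated with EX00000246, all of series 231. The 10 most abundant entries held 22.8% to 28.5% of the FPKM in stimulated cells in vehicle at 6 hours and 11.9% to 13.6% in cells in medium, but they are argued against as the whole cause, because 80.5% of the changed genes were still lower after each library was divided by its share of FPKM outside them. Whether a larger number of induced genes took the FPKM cannot be told apart from a fall of many transcripts: rescaling by the median ratio, after which 45.4% were lower, centres the fold changes and so decides nothing, and FPKM gives no absolute amount of RNA per cell.

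In the libraries labelled unstimulated with EX00000246, a condition the paper does not report on, 6833 genes differed from cells in medium at 6 hours and 7233 at 24 hours, and the 34 IFNγ genes had a median log2 fold change of 4.72 and 4.52, with 34 of 34 higher at both times. A difference between the library series is argued against, since the median was 4.52 at 24 hours, where all libraries are of series 231. A group that had been given IFNγ may account for it, since the median was 1.1 times that of stimulated cells in vehicle at both times, and the legend of Fig. 3 describes a priming with IFNγ before LPS, without saying which cells received it when LPS was left out. An effect of EX00000246 itself cannot be told apart from this: in stimulated cells the compound moved the list by a median of -0.17 at 24 hours, but there stimulation had already raised these genes, and no libraries with vehicle alone or IFNγ alone were analysed here. The paper states that untreated controls made cytokines at or below the detection limit, in other experiments, which does not settle the labels.

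More genes moved against than with the stimulus under EX00000246, 39 against 19 at 6 hours and 115 against 35 at 24 hours. The vehicle libraries shared by both comparisons favour opposite signs and may account for part of this: with these libraries divided, the median share of opposed genes was 53.9% at 6 hours (range 21.3% to 83.3%, over 50% in 11 of 20 divisions) and 62.5% at 24 hours (21.9% to 100%, over 50% in 12 of 20). The correlation of the fold changes over all genes was -0.17 at 6 hours and -0.24 at 24 hours, against -0.52 at both times in simulated groups without change and a median of -0.05 and -0.11 with divided libraries. The covariance was -0.071 against a simulated -0.044 at 6 hours and -0.115 against -0.0432 at 24 hours, a difference of -0.027 and -0.0722. A counteraction of the stimulus and the shared libraries cannot be told apart by the divided libraries, because the range of their shares is wide and each comparison then rests on 2 or 3 of them. Dividing the vehicle libraries also breaks the pairing by donor, so that differences between donors enter these shares.

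Other divisions of the same libraries into groups, 100 of them drawn, were compared with the real one, without correction for the number of results. The cut for excluding chance was a share under 0.05 of divisions, the real one included, with as large a count. Most of these divisions mix the donors in a way the real one does not. Over all of them, chance can be excluded for the genes changed by stimulation at 6 hours (5026, highest other 2702) and 24 hours (3505, highest other 1800). The same holds for the genes opposed at 6 hours (39, highest other 18) and the opposed cytokines and chemokines at 6 hours (5, highest other 2). It holds for the genes that differ in the libraries labelled unstimulated with EX00000246 (6833, highest other 4742, and 7233, highest other 3788). It also holds for genes whose compound effect differs between times (20, highest other 1) or between stimulated and unstimulated cells (5508, highest other 2674). Chance cannot be excluded in this way for the compound genes at 24 hours (304, highest other 1547) or those opposed at 24 hours (115, highest other 414). Nor can it for those of the same direction at 6 hours (19, highest other 158) and 24 hours (35, highest other 486). For the compound genes at 6 hours and the opposed cytokines and chemokines at 24 hours, 4 of 100 divisions were as large. The same-direction genes at 6 hours, which missed the cut, had 5. With so narrow a margin and no correction, chance stays open for the results with 4. The divisions with several times as many genes keep both libraries of 2 or more donors together and so point to a structure by donor: at 24 hours, divisions that part the libraries of 1 donor reached 1547 genes and those that part 3 reached 1349, while those that part all 5 donors, as the real one does, reached 2. At 6 hours these were 622, 267 and 1. Within donors only 16 divisions exist, too few for a share under 0.05, and the highest other was 1 gene at 6 hours and 2 at 24 hours.

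The compound effect in stimulated cells differed between 6 and 24 hours in 20 genes (54 with the donor as a block). It was higher at 24 hours for CCL18 by 2.15 on the log2 scale (standard error 0.47, limma adjusted p = 0.039, 5 of 5 donors), the chemokine receptor CCR1 by 1.35 (standard error 0.26, limma adjusted p = 0.0095, 5 of 5 donors) and CCL1 by 1.75 (standard error 0.39, limma adjusted p = 0.047, 5 of 5 donors), and lower for the lipase LIPN, at -2.03 (standard error 0.33, limma adjusted p = 0.0053, 5 of 5 donors). The effect differed between stimulated and unstimulated cells at 24 hours in 5508 genes, 4137 higher and 1371 lower in stimulated cells (2314 higher and 2249 lower after rescaling by the median ratio), a comparison that contains the libraries whose labels are in doubt. In the libraries labelled unstimulated with EX00000246, 1508 genes were higher and 5325 lower at 6 hours, and 1532 higher and 5701 lower at 24 hours. After rescaling by the median ratio these were 2755 and 3217 at 6 hours and 2574 and 2896 at 24 hours.

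A single library stood apart from the other 4 of its group, with a gap beyond Dixon's 95% critical value, in 5 of 112 groups of values tested, and chance gives about 1 in 20. The gap as a share of the range was 0.979 for IL1B in stimulated cells in vehicle at 6 hours, where 1 library is listed at 0, and 0.837 for CXCL10 in stimulated cells in vehicle at 24 hours. It was 0.716 for CCR7 in stimulated cells with EX00000246 at 24 hours, 0.722 for VEGFA in stimulated cells in vehicle at 24 hours, and 0.733 for the share of FPKM in the 10 most abundant entries in stimulated cells with EX00000246 at 24 hours.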

How the results depend on the processing

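The leaving out of failed entries, of short loci and of the libraries labelled unstimulated with EX00000246 was chosen only after the results were seen. The larger direction of some counts turned. Stimulation genes were mostly lower as reported, but with the median ratio 1768 were higher and 1470 lower at 6 hours and 1557 and 1039 at 24 hours, and 884 were higher and 769 lower at 24 hours in the presence of EX00000246. Compound genes at 6 hours were mostly lower as reported, but 217 higher and 183 lower with the median ratio and 92 and 82 with quantile normalization. At 24 hours they were mostly higher as reported, but 421 higher and 490 lower with the replicate block. Of the opposed genes at 24 hours, more were induced and then lower (60) than repressed and then higher (55) as reported, but these were 33 and 66 at the same total per library, 32 and 50 with a pseudocount of 0.1, 39 and 50 with one of 0.25, 37 and 51 with a filter at an FPKM of 5, and 123 and 131 with the replicate block. At 6 hours more were repressed and then higher (21) than induced and then lower (18), but with quantile normalization these were 9 and 26 and with the replicate block 45 and 49. They were 28 and 51 with the median ratio, 33 and 45 with no minimum fold for stimulation, and 13 and 17 at a compound fold of at least 1.5. Without the libraries labelled unstimulated with EX00000246 they were 10 and 13. Smaller turns came with no filter on low values (10 and 11), with the compound's p adjusted over the stimulation genes (10 and 11) and without donor 2 (6 and 7). With a pseudocount of 0.1, 48 genes were opposed and 50 had the same direction at 6 hours. Under the alternatives below, the counts moved by more than 1.5 times, and the cause was not tested except where stated. With a pseudocount of 0.1 and of 0.25, the same-direction genes at 6 hours were 50 and 42 (19 in the analysis as reported), the compound genes at 24 hours 176 and 200 (304), the opposed cytokines and chemokines at 24 hours 2 and 3 (5) and the genes with a different effect between times 9 and 10 (20). With no filter on low values, 21 genes were opposed at 6 hours (39), 3 cytokines and chemokines were opposed at 6 hours (5) and 23 genes had the same direction at 24 hours (35). The median ratio gave 3238 stimulation genes (5026), 400 compound genes (185), 79 opposed genes and 36 of the same direction at 6 hours. The same total per library gave 12 genes that differ between times. Quantile normalization gave 2946 stimulation genes and 2 opposed cytokines and chemokines at 6 hours. A model with only the groups of the comparison gave 112 compound genes at 6 hours, and 0 at 24 hours, where 2023 genes had an unadjusted p under 0.05 in limma over all groups, so that opposed genes, same-direction genes and opposed cytokines at 24 hours were also 0. The genes that differ between times were 0 in their own test. Such a model estimates the spread from fewer libraries, but this held at 6 hours as well. The model over all groups applies 1 spread per gene to every group, so the calls at 24 hours rest partly on groups outside the comparison. Neither of these models had a donor term, so differences between donors enter both spreads. With the replicate block, in which the donors pair the libraries, the compound genes were 522 at 6 hours and 911 at 24 hours, the opposed genes 94 and 254, the same-direction genes 54 and 86, the opposed cytokines and chemokines 10 at 24 hours and the genes that differ between times 54. Among the genes of Fig. 3C, the block added the calls of CMKLR1 and OSM at 6 hours and of CCR7 and LTA at 24 hours. It changed the call of 2 gene list tests for stimulation at 24 hours (monocyte markers, adjusted p = 0.047 and 0.054 with the block, and kinases, 0.051 and 0.047), 1 for EX00000246 at 24 hours (MHC class II, 0.092 and 0.014) and 1 in the libraries labelled unstimulated at 24 hours, and it added calls of further cytokine genes, among them CXCL1 and CCR1 at 6 hours and EREG at 24 hours. The IL12B to IL10 ratio kept its size under the block, -2.64 at 6 hours and -3.48 at 24 hours, with p = 0.062 in the exact sign-flip permutation test, the smallest that 5 pairs allow.

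Without 1 replicate (each donor in turn, which leaves fewer libraries), compound genes were 67 to 140 at 6 hours and 37 to 202 at 24 hours, opposed genes 8 to 25 and 16 to 107, same-direction genes 5 to 13 and 6 to 33, opposed cytokines and chemokines 2 to 3 and 1 to 5, and genes that differ between times 3 to 16. The ratio was -2.77 to -2.48 at 6 hours and -3.67 to -3.21 at 24 hours, with p = 0.029 or 0.057 in the exact permutation test. Stimulation genes stayed within 4882 to 5252 at 6 hours and 3310 to 3670 at 24 hours. With the compound's p adjusted over the stimulation genes alone, 21 genes were opposed at 6 hours. With no minimum fold for stimulation, 78 were opposed and 52 had the same direction at 6 hours, and 81 had the same direction at 24 hours. Stimulation in the presence of EX00000246, measured against the libraries whose labels are in doubt, gave 2611 genes at 6 hours and 1653 at 24 hours. Without the libraries labelled unstimulated with EX00000246, compound genes were 118 and 106, opposed genes 23 and 38, same-direction genes 12 and 18, opposed cytokines and chemokines 3 and 1, and genes that differ between times 12. The other alternatives added after seeing the data moved no count by more than 1.5 times. With an estimated correlation in place of the preset 0.01, the gene lists that passed were 11 in place of 20 for stimulation at 6 hours, 10 in place of 25 at 24 hours, 0 in place of 5 and 0 in place of 19 for EX00000246 at 6 and 24 hours, and 5 in place of 13 and 7 in place of 12 in the libraries labelled unstimulated. IL12B and IRF8 moved against the stimulus at both times as reported. IL12B did not at a pseudocount of 0.1 or 0.25, with no filter, at the same total, under quantiles, with only the groups of the comparison, without any 1 replicate or without the libraries labelled unstimulated with EX00000246. IRF8 did not with only the groups of the comparison or without donor 2, 3 or 4. Depth limits the test to genes with an FPKM of at least 1 in at least 5 libraries, and cells in medium at 6 hours had the fewest fragments.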

Differences from the paper's values

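No test in this part was chosen after the result was seen, apart from the alternatives named as such. In Fig. 3A the paper's heatmap shows about 120 genes opposed by EX00000246 at 6 hours, read by eye, of which about 79 were induced and about 41 repressed by stimulation in Fig. 3A. At the paper's stated thresholds, the deposited FPKM values gave 39, of which 18 were induced and 21 repressed. Of the alternatives set before the data were examined, the donor block gave 94 genes, within 1.5 times of the paper's number, and the others did not, the next being the median ratio with 79 and no minimum fold with 78. The induced genes stayed more than 1.5 times below the paper's number under every alternative, the highest being 51 with the median ratio. The repressed genes came within 1.5 times of it with pseudocounts of 0.1 (32) and 0.25 (29), the median ratio (28), the same total per library (28), the donor block (45) and no minimum fold (33), and not under the others.

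The paper's Fig. 3C shows 15 cytokines, chemokines and receptors as opposed by EX00000246 at 6 hours, 24 hours or both. Of these, 7 passed both tests in opposite directions (CCL1, IL12B, CCL22, TNFSF15, CD70, IL12A and VEGFA), and 11 with the donor as a block, which adds CMKLR1, CCR7, LTA and OSM. CMKLR1 also passed at 6 hours with pseudocounts of 0.1 and 0.25, with a filter at an FPKM of 5, with the median ratio, and without short loci, an alternative chosen after seeing the values under which the 7 genes still passed. OSM also passed at 6 hours with the median ratio and with only the groups of the comparison, and CXCL6 was opposed at 6 hours with only the groups of the comparison. For CCR7 and LTA the donor block was the only setting that called them. CCL2 and CCL8 passed under none of the settings run. The paper's text lists both among the regulated chemokines, while here CCL2 had log2 fold changes of -1.25 at 6 hours (limma adjusted p = 0.29, lower in 5 of 5 donors) and 1.13 at 24 hours (limma adjusted p = 0.25, higher in 5 of 5 donors). CCL18 and CXCL6 passed at 24 hours but moved with the stimulus there, at 1.41 (limma adjusted p = 0.018, 5 of 5 donors) and 1.21 (limma adjusted p = 0.045, 5 of 5 donors). At 6 hours both moved against the stimulus in 5 of 5 donors, without passing in the model over all groups. CCL18 had -0.74 (standard error 0.33, limma adjusted p = 0.35) and CXCL6 had 0.55 (standard error 0.34, limma adjusted p = 0.63). The paper describes the rise of CCR7 as partially blocked. Here its change was -0.83 at 24 hours (limma adjusted p = 0.32, lower in 5 of 5 donors, and 0.021 with the donor as a block) and 0.06 at 6 hours. IL12B was the only cytokine opposed at both times in the paper and here, IL10 was higher with EX00000246 in both, and the group means and ratios that Fig. 3D shows match those computed here.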

Other observations

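No test in this part was chosen after its result was seen. At 24 hours EX00000246 raised some genes that stimulation had repressed. Besides CD14 and CD163, the thromboxane synthase gene TBXAS1 had a log2 fold change of -5.92 by stimulation and rose by 1.43 with EX00000246 (standard error 0.36, limma adjusted p = 0.025, 5 of 5 donors), and LRP1, a receptor for lipoproteins and debris, rose by 1.19 after -4.83 (standard error 0.33, limma adjusted p = 0.04, 5 of 5 donors). The anticoagulant receptor THBD rose by 1.51 (standard error 0.34, limma adjusted p = 0.013, 5 of 5 donors). NLRP3, the sensor of the inflammasome, rose at both times, by 0.63 at 6 hours (standard error 0.16, limma adjusted p = 0.031) and by 0.79 at 24 hours (standard error 0.16, limma adjusted p = 0.0064). At 6 hours LIPN, an epidermal lipase, rose by 2.54 (standard error 0.23, limma adjusted p = 1.1e-08, 5 of 5 donors), and PLA2G4A, the phospholipase that releases arachidonate, had -1.12 (standard error 0.21, limma adjusted p = 0.0018, 5 of 5 donors). Ribosomal protein genes had a median log2 fold change of -0.29 at 24 hours over 91 genes (camera adjusted p = 6.8e-12, and adjusted p = 0.52 with an estimated correlation). After adjustment over all genes, no member passed in the model without a donor term, and 17 were lower with the donor as a block. The 82 genes of oxidative phosphorylation had a median of -0.21 (camera adjusted p = 8.4e-08, and adjusted p = 0.52 with an estimated correlation), and 2 of them fell (7 with the donor as a block, 2 adjusted over the list alone). GPBAR1 itself, on chromosome 2 of hg19 from 219125738 to 219128582, had a log2 fold change of -0.69 by stimulation at 6 hours (standard error 0.30, limma adjusted p = 0.034, 5 of 5 donors) and of -0.36 at 24 hours (standard error 0.30, limma adjusted p = 0.28), and EX00000246 gave -0.11 and -0.41 (standard error 0.30, limma adjusted p = 1 and 0.51). Its mean FPKM was low, at 1.15 in medium, 0.311 in vehicle and 0.211 with EX00000246 at 6 hours. At 24 hours these were 2.31, 1.79 and 0.951. With 1 added to such values, the fold changes are understated and the test for EX00000246 decides little. In the libraries labelled unstimulated with EX00000246 the mean was 2.95 at 6 hours and 12.7 at 24 hours.

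In the libraries labelled unstimulated with EX00000246, the IFNγ-induced chemokine CXCL9 was higher than in medium by 9.20 on the log2 scale at 6 hours and 8.40 at 24 hours, and the guanylate-binding protein gene GBP5 by 7.99 and 7.64, each in 5 of 5 donors. Of 21 M1 markers, 15 were higher at 6 hours and 14 at 24 hours, and of 15 MHC class II genes 13 at both times. FN1 was lower at 24 hours, at -8.81, and VSIG4 at -6.84. IL12B, by contrast, had a mean FPKM of 0.708 ± 0.435 at 6 hours and 0.483 ± 0.194 at 24 hours in these libraries (SD, n = 5 donors), far below the stimulated cells.

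GPBAR1 couples to cAMP, and the hypothesis that EX00000246 raises cAMP response genes in stimulated cells was tested with a list of 22 tested genes. The list was fixed before the data were examined, but after Fig. 3C and 3D, made from these samples, had been seen. It holds VEGFA, a gene of Fig. 3C, and so is not wholly independent of these data. The list shifted up at 6 hours (camera adjusted p = 2.1e-09), and the adjusted p was 0.17 with an estimated correlation. Its median log2 fold change was 0.41, and 2 members, PDE4A and VEGFA, passed the test (5 adjusted over the list alone and 5 with the donor as a block). This is consistent with a cAMP response but does not exclude other routes to the same genes. The hypotheses that EX00000246 lowers M1 markers and raises M2 markers at 24 hours were tested in the same way. M1 markers shifted down (camera adjusted p = 0.029, median -0.40) and M2 markers up (camera adjusted p = 0.00025, median 0.57), but with an estimated correlation the adjusted p was 0.52 and 0.26. The M1 shift may rest on few genes, since 2 of 21 members fell. These were IL12A and IL12B, both shown in Fig. 3C, and the M2 list holds CCL18 and CCL22 of that figure. Neither list is therefore wholly independent of these data. Both lists hold members that went the other way or did not pass.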
